# FOXG1 Regulates PRKAR2B Transcriptionally and Posttranscriptionally via miR200 in the Adult Hippocampus

**DOI:** 10.1007/s12035-018-1444-7

**Published:** 2018-12-11

**Authors:** Stefan C. Weise, Ganeshkumar Arumugam, Alejandro Villarreal, Pavankumar Videm, Stefanie Heidrich, Nils Nebel, Verónica I. Dumit, Farahnaz Sananbenesi, Viktoria Reimann, Madeline Craske, Oliver Schilling, Wolfgang R. Hess, Andre Fischer, Rolf Backofen, Tanja Vogel

**Keywords:** DROSHA, Atypical Rett syndrome, MECP2, Neurogenesis, PKA

## Abstract

Rett syndrome is a complex neurodevelopmental disorder that is mainly caused by mutations in *MECP2*. However, mutations in *FOXG1* cause a less frequent form of atypical Rett syndrome, called FOXG1 syndrome. FOXG1 is a key transcription factor crucial for forebrain development, where it maintains the balance between progenitor proliferation and neuronal differentiation. Using genome-wide small RNA sequencing and quantitative proteomics, we identified that FOXG1 affects the biogenesis of miR200b/a/429 and interacts with the ATP-dependent RNA helicase, DDX5/p68. Both FOXG1 and DDX5 associate with the microprocessor complex, whereby DDX5 recruits FOXG1 to DROSHA. RNA-Seq analyses of *Foxg1*^cre/+^ hippocampi and N2a cells overexpressing miR200 family members identified cAMP-dependent protein kinase type II-beta regulatory subunit (PRKAR2B) as a target of miR200 in neural cells. PRKAR2B inhibits postsynaptic functions by attenuating protein kinase A (PKA) activity; thus, increased PRKAR2B levels may contribute to neuronal dysfunctions in FOXG1 syndrome. Our data suggest that FOXG1 regulates PRKAR2B expression both on transcriptional and posttranscriptional levels.

**Electronic supplementary material:**

The online version of this article (10.1007/s12035-018-1444-7) contains supplementary material, which is available to authorized users.

## Introduction

Rett syndrome (RTT) is a progressive neurodevelopmental disorder that affects one in 10,000 females, and it is the second leading cause of female intellectual deficiency. RTT patients show symptoms such as microcephaly, seizures, indifference to visual/auditory stimuli, and severe cognitive dysfunction [1]. There are two forms of RTT, namely typical RTT (tRTT) and atypical RTT-like (atRTT). About 70–90% of cases are due to tRTT, which results from mutations in the Methyl CpG binding Protein 2 (*MECP2*) gene. Different subvariants of atRTT have been defined, one of which is caused by mutations in the Forkhead box G1 (*FOXG1*) gene (FOXG1 syndrome, OMIM#164874). Surprisingly, both loss- and gain-of-function mutations result in clinical phenotypes, which encompass common (e.g. seizures) but also unique features (e.g. spasms). Rett-like syndrome and epilepsy have been associated with *FOXG1*-haploinsufficiency [2]. Loss- and gain-of-function mutations are reported also for both tRTT and atRTT, whereby gain-of-function is caused by gene duplication of either *MECP2* or *FOXG1* [3, 4]. Therefore, both gene products seem to be associated with functions that are dosage sensitive, although these functions are so far ill defined, especially for FOXG1.

FOXG1 plays a central role in forebrain development as its complete absence results in anencephaly [5]. FOXG1 influences proliferation as well as differentiation of neural stem cells, and it is involved in migration and integration of pyramidal neurons into the cortical plate [6]. FOXG1-deficient stem cells differentiate prematurely to Cajal–Retzius neurons, whereas overexpression of FOXG1 increases the stem cell pool and delays neurogenesis [7, 8]. On a molecular level, FOXG1 represses expression of cyclin-dependent kinase inhibitor 1A (*Cdkn1a*) and thereby prevents cell cycle exit of progenitor cells and promotes stem cell pool expansion [9, 10]. Cell cycle regulation through FOXG1 is mediated by its binding to Forkhead box O− (FOXO−) and SMAD− (SMA and MAD related−) protein complexes and by antagonising TGFβ-induced neuronal differentiation [11]. In addition, FOXG1 deficiency results in the loss of the ventral telencephalon through impaired expression of ventralising signals [12]. Also, FOXG1 interacts with one of two MECP2-isoforms (MECP2-e2), which prevents cell death of cerebellar neurons [13]. Several mouse models were used to study the molecular basis of tRTT and atRTT, and some of these studies included non-coding RNA (ncRNA), such as miRNAs. Whereas altered expression of ncRNA is involved in *MECP2*-mediated RTT [14–16], a comprehensive expression study of the misregulated coding and non-coding transcriptome is missing for FOXG1 haploinsufficient adult brains.

Here, we report on altered expression of members of the miRNA200 family, namely miR200a, miR200b and miR429 in the adult *Foxg1*^*cre/+*^ hippocampus. Stable isotope labelling with amino acids in cell culture (SILAC) followed by quantitative mass spectrometry revealed that FOXG1 associates with the RNA helicase DDX5 (DEAD (Asp-Glu-Ala-Asp) box polypeptide 5, p68). DDX5 recruits FOXG1 to the DROSHA complex, and FOXG1 overexpression alongside with reduced levels of DDX5 affects biogenesis of miR200 family members. Decreased expression of FOXG1 and overexpression of miR200 result in altered expression levels of protein kinase cAMP-dependent regulatory type II beta (PRKAR2B)*.* As PRKAR2B influences synaptic function, our results reveal a novel candidate gene, whose altered expression might be implicated in FOXG1 syndrome. Additionally, we establish that FOXG1 has functions in posttranscriptional regulation besides its known role as transcription factor [6, 15].

## Material and Methods

Information on cell culture conditions, transfections and plasmids used in this study, on cell fractionation, mouse hippocampus dissection, culture of neurons and viral transduction, RNA immunoprecipitation (RIP), RNA isolation, reverse transcription and quantitative real-time PCR (qRT-PCR) and luciferase assays, as well as on miRNA analysis by Northern hybridization are found in the Supplementary Material and Methods.

### Mice

The animal welfare committees of the University of Freiburg and local authorities approved all mouse experiments, registered under the licence G14-096 or X14/04H. *Foxg1*^*cre/+*^ mice [17] were maintained in a C56BL/6 background. For experiments with wild-type (WT) mice, NMRI was used either at E13.5 or adult stages.

### SILAC and Mass Spectrometry

N2a cells were cultured in SILAC DMEM without arginine and lysine (#89985 ThermoScientific, Bremen, Germany) supplemented with Lys0/Arg0 or Lys8/Arg10 (0.398 mM L-arginine ^13^C_6_^15^N_4_, 0.798 mM L-lysine ^13^C_6_^15^N_2_, Euriso-Top, Saarbrücken, Germany) and 10% dialysed FCS (ThermoScientific). N2a cells were labelled for 12 passages with SILAC medium. Further processing is described in the Supplementary Material and Methods.

Analysis of the protein groups was done with the Perseus software [18]. Only proteins with two or more unique identified peptides, which were enriched more than 2-fold in both experiments, were considered. All raw data and original result files were deposited to the ProteomeXchange Consortium (http://proteomecentral.proteomexchange.org) via the PRIDE partner repository with the dataset identifier PXD007040.

### Immunoprecipitation

Immunoprecipitation (IP) was performed according to standard procedures as outlined in the Supplementary Material and Methods. For co-immunoprecipitations (co-IPs) with tagged FOXG1 (either FOXG1-Au1 or FOXG1-HA), mock conditions were either untransfected, empty vector or FOXG1 with the other tag. The following antibodies were used for IP: anti-Au1-tag (MMs-130R, Covance, Koblenz, Germany), anti-HA-tag (#3724, Cell Signaling), anti-DDX5 (rabbit, ab126730, abcam, Cambridge, UK), anti-FOXG1 (rabbit, ab18259, abcam) and anti-DROSHA (rabbit, ab12286, abcam).

### Immunoblotting

Immunoblotting was performed according to standard procedures as outlined in the Supplementary Material and Methods. The following antibodies were used for immunoblots: anti-Au1-tag (1:1000, MMs-130R, Covance), anti-HA-tag (1:1000, #3724, Cell Signaling), anti-DDX5 (1:2000, rabbit, ab126730, abcam), anti-FOXG1 (1:1000, rabbit, ab18259, abcam), anti-DROSHA (1:1000, rabbit, ab12286, abcam), anti-DGCR8 (1:1000, rabbit, ab191875, abcam), anti-H3 (1:1000, goat, ab12079, abcam), anti-NPM1 (1:1000, mouse, ab10530, abcam), anti-PRKAR2B (1:1000, DAKO) and anti-GAPDH (1:3000, ab8245, abcam). Densitometric analyses were done with ImageJ.

### RNA-Seq and Small RNA-Seq

Total RNA was prepared from the hippocampus with RNeasy kits (Qiagen), including on-column DNAse digestion. Samples were depleted from rRNA using RiboZero Gold kit (Illumina) before sequencing. Quality of the RNA was assessed with QIAxcel (#9001941, Qiagen, Hilden, Germany). Samples were prepared and analysed with Illumina HiSeq2500 (paired end, multiplexing run, 75 Mio/reads per sample). Bioinformatics analysis was performed using the Freiburger Galaxy Server [19, 20] as described in the Supplementary Material and Methods. For small RNA-Seq, 6-week-old *Foxg1*^*cre/+*^ mice hippocampi were used (*n* = 9). Raw data were deposited at the GEO database under the following accession numbers: small-RNAseq: GSE104169, mir-200 OE RNA-Seq: GSE106802 and *Foxg1*^*cre/+*^ hippocampus RNA-Seq: GSE106801.

### Proximity Ligation Assay

Proximity ligation assay (PLA) was performed with the Duolink starter kit reagents (DUO92103, SIGMA) according to the manufacturer’s instruction as outlined in the Supplementary Material and Methods. The following antibodies were used: anti-Au1 (1:2000, mouse, Covance) and anti-DDX5 (1:200, goat, ab10261, abcam) for PLA and anti-Lamin B1 (1:200, rabbit, ab133741, abcam). Images were taken with a confocal microscope and analysed with the LASX software (SP8, Leica, Jena, Germany).

### Statistical Analysis

GraphPad Prism software was used for statistical analyses. Statistical tests are indicated in the respective figure legends. Values in bar charts are expressed as average ± SEM. In in vivo experiments, each independent *N* is a different animal, and in in vitro experiments, each *N* is a different passage of cells. One sample Student’s *t* test was performed (e.g. on ΔΔCt values of qRT-PCRs) if measured variables could be paired (e.g. control and treatment of the same passage of cells). Unpaired Student’s *t* test (equal variances) or Welch’s *t* test (unequal variances) was used if variables were not paired (using in these cases for example ΔCt values for each sample group).

Final figures were prepared using FIJI (ImageJ, v. 2.0.0-rc-43/1.51d [21]) and Inkscape (v. 0.91).

## Results

### *Foxg1*^*cre/+*^ Animals Express Reduced Levels of Mature and Precursor miR200b/a/429 in the Hippocampus

As altered expression of miRNAs has been identified in tRTT [14, 15], we aimed to determine if miRNA expression was altered in a FOXG1 syndrome mouse model. 

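Small RNA sequencing reads RNAs of about the length of mature miRNAs, the strands that DROSHA and DICER cut from hairpin precursors. It was run on hippocampus of *Foxg1* cre/+ and WT mice at 6 weeks of age, with 9 libraries per genotype. In *Foxg1* cre/+ mice, *cre* takes the place of the coding sequence on a *Foxg1* allele. For the isolation of total RNA, the sample labels name a Qiagen miRNeasy kit and the paper's section on RNA-Seq and small RNA-Seq names RNeasy kits. Libraries were made with the Illumina small RNA protocol. The authors trimmed adapters with cutadapt and mapped the reads with STAR, first to miRNA sequences and then to the mouse genome. The submitters' processing notes also name HTSeq and the mm10 build. The deposited values are raw counts for 1900 mature miRNAs, of which 665 had no count in any of the 18 libraries. Mature miRNAs of identical sequence share a count and cannot be told apart, as for 12 of the 1900. Counts per *Foxg1* cre/+ library ranged from 318577 to 3230670 with a median of 2340143, and those per WT library from 753866 to 4072981 with a median of 3157999. No pair of libraries of a genotype differed by less than the sampling noise, the lowest chi-square per degree of freedom being 16.1 over 72 pairs. *Foxg1* mRNA is not counted by this assay, so the genotypes rest on the labels. The paper states that in its in vivo experiments each N is a different animal and gives n = 9 for this one, so the libraries were taken as separate mice. From these counts, library sizes were normalized by TMM and miRNAs of low count were left out, which kept 464 miRNAs. The genotypes were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the 464. A log2 fold change above 0 stands for a higher level in *Foxg1* cre/+ hippocampus. Levels are given as CPM, counts scaled to library size, after TMM, as mean ± SD over 9 libraries. A difference of mean log2 CPM was also tested with a two-sided exact permutation test over all splits of 9 libraries against 9. Its p-values were adjusted over the 65 testable miRNAs of a list chosen by a fixed rule. That rule takes in miRNAs that passed edgeR or that the paper called on these samples. The adjusted p-values of such miRNAs are therefore not independent of those calls. The normalization, the low-count filter and factors for unwanted variation could each change the number of miRNAs past the threshold.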

We used 6-week-old *Foxg1*^*cre/+*^ mice, which expressed approximately half the amount of FOXG1 protein in the hippocampus compared to WT littermates (Fig. 1a) and performed small RNA sequencing (RNA-Seq) with hippocampi of *Foxg1*^*cre/+*^ and WT mice. This experiment revealed in total 11 small RNAs, including ten miRNAs, which were significantly altered with a fold change of at least ± 1.5 (Fig. 1b). 

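In *Foxg1* cre/+ hippocampus, 3 miRNAs were higher and 4 were lower than in WT at an adjusted p under 0.05 from edgeR, and all 7 differed by at least 1.5-fold. The higher ones were miR-448-3p, miR-1264-3p and miR-3552, all from hairpins in introns of *Htr2c*. The lower ones were miR-200b-3p, miR-200a-3p and miR-429-3p, which come from neighbouring hairpins, and miR-551b-3p. Among all 464 miRNAs, 37 had an unadjusted p under 0.05. miR-551b-3p was at 65.3 ± 19.0 CPM (SD, n = 9) in *Foxg1* cre/+ hippocampus and at 108 ± 16.2 CPM (SD, n = 9) in WT, a log2 fold change of -0.71 (standard error 0.16, adjusted p = 0.0223 from edgeR). miR-187-3p was at 232 ± 48.0 CPM (SD) in *Foxg1* cre/+ hippocampus and 341 ± 44.6 CPM (SD) in WT, with a log2 fold change of -0.55 (standard error 0.14, adjusted p = 0.0529 from edgeR). For miR-34a-5p, a target of p53 in other tissues, the log2 fold change was -0.59 (standard error 0.17, adjusted p = 0.0930 from edgeR). Each of these 3 miRNAs was below the WT median in 9 of 9 *Foxg1* cre/+ libraries (exact permutation test, p = 0.000247 for each, adjusted p = 0.00401). Of 5 tested arms of miR-551b, miR-187 and miR-34a, 1 fell and 4 did not pass the test in edgeR (5 lower when adjusted over the list alone). DESeq2, which the paper names, called 3 of them, miR-551b-3p, miR-187-3p and miR-34a-5p. As a set, the 5 arms were lower relative to the other miRNAs (camera, adjusted p = 7.07e-07, and adjusted p = 0.00781 with an estimated correlation). The study picked these miRNAs on the same samples, so the set is not independent evidence of its direction. miR-193b-3p and miR-195a-5p, named after their values were seen, had log2 fold changes of -0.64 and -0.60, each with an adjusted p of 0.0697 from edgeR. Without both libraries numbered 1, an alternative added after the data were examined, 5 miRNAs passed the threshold, 3 of them from the 7 and the others miR-187-3p and miR-497a-5p. The count was 1 without *Foxg1* cre/+ replicate 4, *Foxg1* cre/+ replicate 5 or WT replicate 9, 2 without *Foxg1* cre/+ replicate 6, 8 or 9, and 4 without *Foxg1* cre/+ replicate 3 or WT replicate 7. miR-551b-3p passed 0.05 in 10 of 18 such fits, missing it without *Foxg1* cre/+ replicate 4, 5, 6, 8 or 9 or WT replicate 2, 3 or 9 at an adjusted p of up to 0.0802, and it also missed it with upper quartile (0.0755), with library totals (0.0750) and without a low-count filter (0.0537). The count was 2 with limma-voom, 8 with a robust prior in edgeR and 12 with DESeq2, which the paper names beside RUVseq. With 1 factor for unwanted variation it was 20 in edgeR and 27 in DESeq2, and with 2 factors it was 65 in edgeR.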

Altered expression levels of these ten miRNAs were validated by qRT-PCR (Fig. 1c). Seven miRNAs, namely miR200a, miR200b, miR429, miR448, miR764, miR1264 and miR1298, had more than 2-fold and significantly altered expression levels in hippocampi of *Foxg1*^*cre/+*^ mice (Fig. 1b). Out of these, miR200b/a/429, which were decreased in *Foxg1*^*cre/+*^ hippocampus, derived from a single transcript (*Gm13648*)*.* miR448/764/1264/1298, which were increased in *Foxg1*^*cre/+*^ hippocampi, derived from the 5-hydroxytryptamine receptor 2C (*Htr2c*) transcript. 

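miR-448-3p rose 2.97-fold in *Foxg1* cre/+ hippocampus, from 22.0 ± 3.16 CPM (SD, n = 9) in WT to 65.0 ± 41.3 CPM (SD, n = 9). Every *Foxg1* cre/+ library had a higher level of it than the highest WT library (exact permutation test, p = 4.11e-05, the smallest p that 9 libraries against 9 can give, adjusted p = 0.00267). Its log2 fold change was 1.57 (standard error 0.26, adjusted p = 0.00272 from edgeR). miR-1264-3p rose from 24.7 ± 6.93 CPM (SD) in WT to 50.5 ± 24.1 CPM (SD), a log2 fold change of 1.08 (standard error 0.25, adjusted p = 0.0223 from edgeR). miR-200b-3p fell 5.87-fold, from 39.2 ± 29.4 CPM (SD) in WT to 6.27 ± 4.81 CPM (SD) in *Foxg1* cre/+ hippocampus, with a log2 fold change of -2.55 (standard error 0.57, adjusted p = 0.0223 from edgeR). miR-200a-3p, the least abundant of its cluster, fell from 8.45 ± 5.05 CPM (SD) to 1.36 ± 1.44 CPM (SD), a log2 fold change of -2.40 (standard error 0.54, adjusted p = 0.0223 from edgeR). miR-429-3p fell from 37.7 ± 21.1 CPM (SD) to 8.19 ± 6.13 CPM (SD), a log2 fold change of -2.04 (standard error 0.48, adjusted p = 0.0245 from edgeR). miR-1298-5p was at 242 ± 239 CPM (SD) in *Foxg1* cre/+ hippocampus and at 78.8 ± 40.5 CPM (SD) in WT, and its log2 fold change of 1.61 (standard error 0.46) had an adjusted p of 0.0910 from edgeR. It passed 0.05 with DESeq2, which the paper names, and with 1 factor for unwanted variation in edgeR or DESeq2. *Foxg1* cre/+ libraries were above the WT median of miR-1298-5p in 8 of 9 cases and ranged from 53.9 to 708 CPM (exact permutation test, p = 0.0197, adjusted p = 0.117). miR-1298-3p had a log2 fold change of 1.17 (adjusted p = 0.182 from edgeR). miR-764-5p had 0 counts in all 18 libraries, which allows up to 0.149 CPM in the pooled *Foxg1* cre/+ libraries and 0.111 CPM in the pooled WT libraries, as 3 counts of each pool and for counting error only. miR-764-3p had 13 counts over the *Foxg1* cre/+ libraries and 10 over the WT libraries, too few to be tested. miR-1264-3p passed 0.05 in 8 of 18 fits that left out a library, missing it without *Foxg1* cre/+ replicate 4, 5, 6, 7, 8 or 9 or WT replicate 2, 4, 5 or 9 at an adjusted p of up to 0.0748, and in the exact permutation test its p was 0.0139 and its adjusted p 0.0904. Under limma-voom, miR-448-3p passed 0.05 among the miRNAs past 2-fold, and miR-1264-3p, miR-200b-3p, miR-200a-3p and miR-429-3p did not.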

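miR-200b, miR-200a and miR-429 lie in that order along *Gm13648*, a non-coding gene on the minus strand of chromosome 4 of GRCm38, from 156052715 to 156059802. The miR-200b hairpin spans 156055681 to 156055750 and that of miR-200a 156054896 to 156054985, both in the intron of the annotated transcript. The hairpin of miR-429, from 156053905 to 156053987, lies in exon 2 of its 2 exons.

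**Figure D1:**
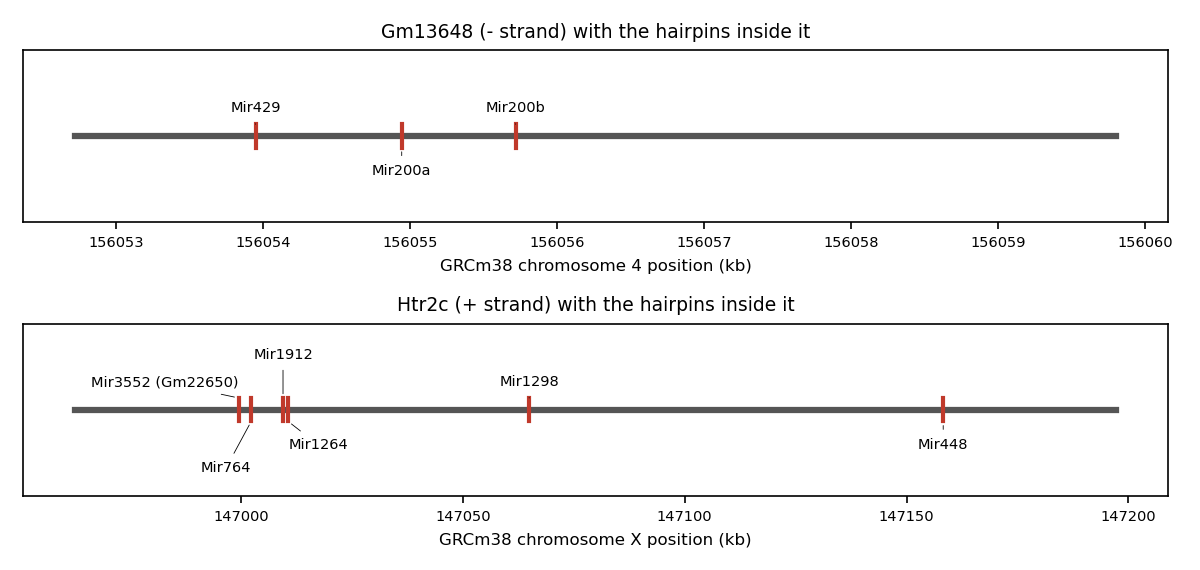
Maps of *Gm13648* on chromosome 4 and of *Htr2c* on chromosome X (GRCm38), to scale, with position on the horizontal axis. Grey lines stand for the genes and red marks for miRNA hairpins, and exons are not drawn. In the annotated transcripts, miR-429 falls in exon 2 of *Gm13648*, and the hairpins in *Htr2c* fall in introns.

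*Htr2c*, the serotonin receptor gene, lies on the plus strand of chromosome X from 146962513 to 147197277. Its introns hold the hairpins of miR-764 (147002259 to 147002366), miR-1912 (147009441 to 147009527), miR-1264 (147010601 to 147010686), miR-1298 (147064905 to 147065002) and miR-448 (147158210 to 147158321). Of 6 arms of these hairpins with enough counts to be tested, 2 rose and 4 did not pass the test (5 higher when adjusted over the list alone). Their median log2 fold change was 1.13, and as a set they were higher relative to the other miRNAs (camera, adjusted p = 6.32e-08, and adjusted p = 0.000451 with an estimated correlation). The 3 tested miRNAs of the miR-200b/a/429 cluster all fell (3 lower when adjusted over the list alone), with an adjusted p of 2.23e-06 from camera and an adjusted p of 0.0308 with an estimated correlation. The study picked both groups on these samples, so neither set is independent evidence of its direction. miR-3552, whose hairpin lies in an *Htr2c* intron from 146999405 to 146999509, was added to the group only after its value was seen. Whether the names miR-3552 and miR-764 stand for the same RNAs in the paper and in these counts could not be settled, and the paper also measured miR-764-5p by qRT-PCR and shows it as increased (Fig. 1c). miR-3552 rose from 13.8 ± 4.91 CPM (SD, n = 9) in WT to 31.8 ± 15.9 CPM (SD, n = 9) in *Foxg1* cre/+ hippocampus, a log2 fold change of 1.28 (standard error 0.29, adjusted p = 0.0223 from edgeR). It was above the WT median in 8 of 9 *Foxg1* cre/+ libraries (exact permutation test, p = 0.00568, adjusted p = 0.0410). miR-3552 is in the list behind that adjustment only because it passed edgeR on these libraries, so this is not separate evidence.

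**Figure D2:**
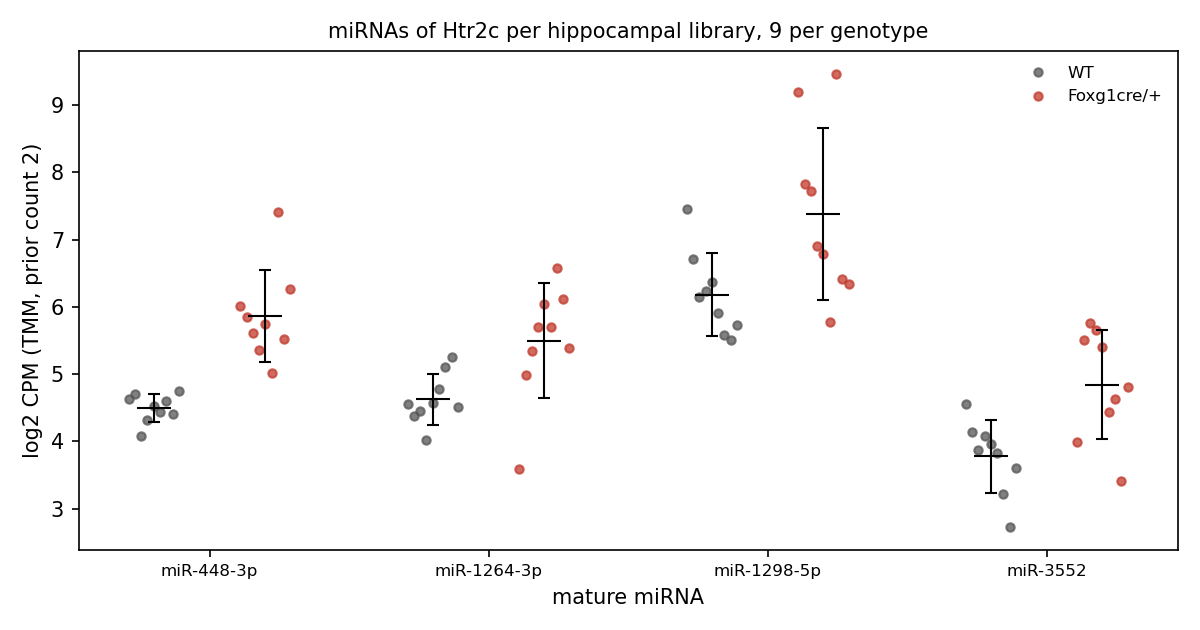
Level of miR-448-3p, miR-1264-3p, miR-1298-5p and miR-3552 in each library, as log2 CPM after TMM with a prior count of 2. Grey points are WT and red points *Foxg1* cre/+ libraries, 9 of each, and bars give the mean ± SD; for miR-448-3p no *Foxg1* cre/+ library overlaps the WT libraries.

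Both arms of miR-448 come from the same hairpin, and the log2 ratio of 5p to 3p counts was -3.41 ± 0.83 (SD, n = 9) in *Foxg1* cre/+ hippocampus and -2.65 ± 0.62 (SD, n = 9) in WT (exact permutation test, p = 0.0434, adjusted p = 0.130 over 3 hairpins). For miR-1264 and miR-1298 this ratio differed between the genotypes by -0.12 (exact permutation test, p = 0.794) and 0.06 (exact permutation test, p = 0.935). The 5p arms of miR-200b, miR-200a and miR-429 had too few counts for a ratio. The choroid plexus, an epithelium beside the hippocampus, transcribes *Htr2c* strongly. miR-204-5p, abundant in choroid plexus, was at 6349 ± 1568 CPM (SD, n = 9) in *Foxg1* cre/+ hippocampus and 6032 ± 660 CPM (SD, n = 9) in WT, with a log2 fold change of 0.07 (standard error 0.15). The most abundant *Htr2c*-hosted miRNA had a mean of 160 CPM, so miR-204-5p at its level could hide a small share of choroid plexus. miR-211-5p, another such marker, had a mean of 3.63 CPM, under the 9.42 CPM that 3 counts make in the shallowest library. These markers thus cannot exclude more choroid plexus. Of 7 tested miRNAs of choroid plexus and ependyma, 0 passed the test in edgeR, DESeq2 or limma-voom and 0 had an unadjusted p under 0.05 (camera, adjusted p = 0.378). Within *Foxg1* cre/+ libraries, summed CPM of the *Htr2c* list and of this list correlated at r = 0.764 (exact permutation test, p = 0.0167, adjusted p = 0.0334 over 2 correlations) and rho = 0.517 (exact permutation test, p = 0.162, adjusted p = 0.324), and without the 2 libraries farthest from the median r was 0.832. Within WT libraries, r was 0.388 (exact permutation test, p = 0.296) and rho 0.217 (exact permutation test, p = 0.581), and r was 0.00865 without the 2 farthest. With the mean log2 CPM of each list, r was 0.268 in *Foxg1* cre/+ libraries (exact permutation test, p = 0.447) and 0.403 in WT libraries (exact permutation test, p = 0.282). miR-3552 did not pass 0.05 without *Foxg1* cre/+ replicate 4, *Foxg1* cre/+ replicate 5 or WT replicate 9, at an adjusted p of up to 0.0729 from edgeR.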

Several reports suggested that miR200 family members control similar processes as FOXG1 in the developing cerebral cortex [5, 9, 22–28]. However, the functions of miR448/764/1264/1298 from the *Htr2c* gene are not known yet. We therefore decided to study the influence of FOXG1 on miR200 in more detail and performed qRT-PCR for precursor (pre-) miRNAs in 6-week-old male *Foxg1*^*cre/+*^ mice hippocampi. Pre-miR200a transcripts were significantly reduced in the hippocampus of the *Foxg1*^*cre/+*^ mice, whereas reduced levels of pre-miR200b did not reach significance and pre-miR429 was not detected (Fig. 1d). Expression of the primary transcript was neither detected by RNA-Seq nor by qRT-PCR in vivo (data not shown), suggesting very low expression levels and/or high turnover, e.g. by co-transcriptional processing [29]. Together, these data indicated that reduced levels of FOXG1 occurred alongside with reduced levels of pre-miR200a as well as mature miRNA 200b/a/429 levels in the adult hippocampus.

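In single libraries, miR-200b-3p ranged from 0.867 to 17.1 CPM in *Foxg1* cre/+ hippocampus and from 2.87 to 83.9 CPM in WT. All 9 *Foxg1* cre/+ libraries lay below the WT median of miR-200b-3p, and the same held for miR-200a-3p and miR-429-3p. The exact permutation test gave p = 0.00391 for miR-200b-3p (adjusted p = 0.0410), p = 0.00148 for miR-200a-3p (adjusted p = 0.0193) and p = 0.00502 for miR-429-3p (adjusted p = 0.0410). The ranges of the genotypes overlapped, with 5 *Foxg1* cre/+ libraries below the lowest WT library for miR-200a-3p and 2 for miR-200b-3p and miR-429-3p. For miR-200a-3p, these 5 held 0 to 2 counts and the lowest WT library 4 counts. *Foxg1* cre/+ replicate 1 had 0 counts of miR-200a-3p and of miR-429-3p. In that library 3 counts equal 9.42 CPM, so counting error alone could place it below the lowest WT library.

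**Figure D3:**
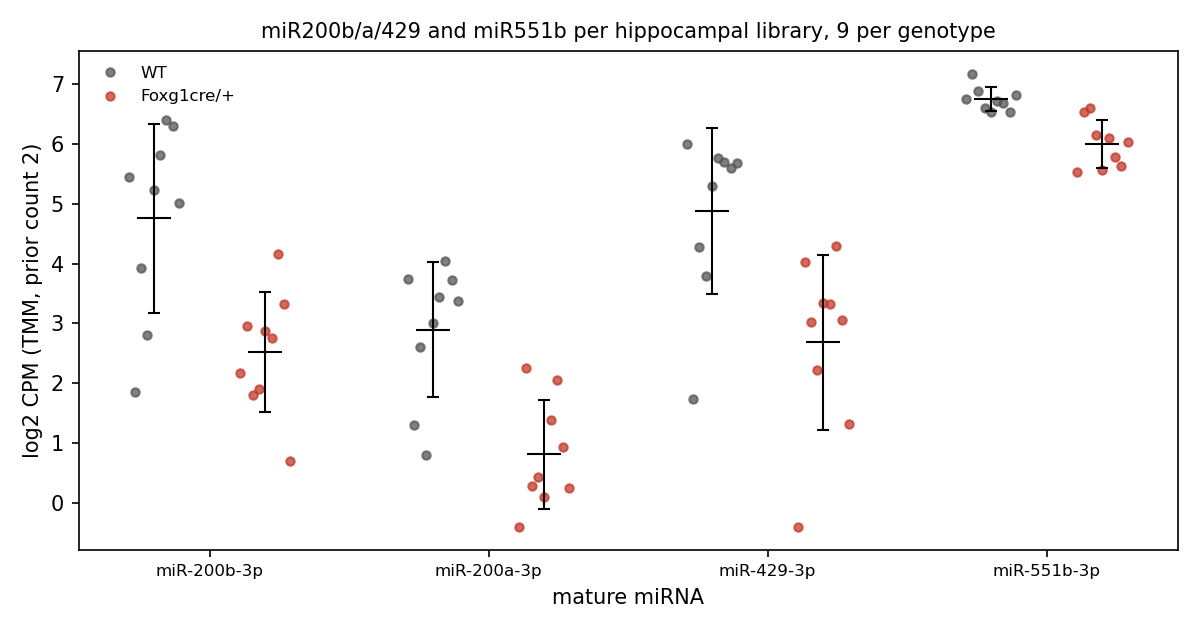
Level of miR-200b-3p, miR-200a-3p, miR-429-3p and miR-551b-3p in each library, as log2 CPM after TMM with a prior count of 2. Grey points are WT and red points *Foxg1* cre/+ libraries, 9 of each, and bars give the mean ± SD; all *Foxg1* cre/+ libraries lie below the WT median for each of the miRNAs.

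miR-141 and miR-200c, the members of the miR-200 family on chromosome 6, had too few counts for the test across all miRNAs. miR-141-3p had 39 counts over the *Foxg1* cre/+ libraries and 58 over the WT libraries, and its mean log2 level differed by -0.32 (exact permutation test, p = 0.677). miR-200c-3p had 5 and 13 counts, with a difference of -0.73 (exact permutation test, p = 0.100). The 95% bootstrap interval over libraries of the difference in miR-141-3p ran from -1.46 to 0.83, so a small change of it was not detectable. The log2 fold change of -2.04 of miR-429-3p lies outside this interval but is on another scale, that of edgeR. For miR-141-3p a constant was added to the CPM before the log2, which shrinks differences at low counts. A fall of that size is thus not excluded. The passenger arm miR-200b-5p had 1 count over the *Foxg1* cre/+ libraries and 10 over the WT libraries. The miR-200 family is typical of epithelia, and the cluster of miR-183, miR-96 and miR-182 of sensory cells. Within the WT libraries, mean log2 CPM of miR-200b/a/429 correlated with that of miR-183-5p and miR-182-5p, at r = 0.850 (exact permutation test, p = 0.00314, adjusted p = 0.0502 over 16 correlations) and rho = 0.900 (exact permutation test, p = 0.00203, adjusted p = 0.0325), and r was 0.873 without the 2 libraries farthest from the median. Within the *Foxg1* cre/+ libraries r was 0.711 (exact permutation test, p = 0.0361, adjusted p = 0.251), with rho = 0.717 (exact permutation test, p = 0.0369, adjusted p = 0.268), and 0.535 without the 2 farthest libraries. Between the genotypes, miR-183-5p had a log2 fold change of -0.15 (standard error 0.42), and 0 of the 2 tested members of its cluster passed the test in edgeR, DESeq2 or limma-voom (0 at an unadjusted p under 0.05) (camera, adjusted p = 0.70). From the reduced FOXG1 protein (Fig. 1a), the fall of the mature miRNAs (Fig. 1b, c) and the lower pre-miR200a (Fig. 1d), the paper reasons that less FOXG1 occurred alongside less pre-miR200a and less mature miR200b/a/429 in the adult hippocampus. Without both libraries numbered 1, an alternative chosen after the values were seen, the adjusted p from edgeR was 0.0542 for miR-200b-3p and miR-200a-3p and 0.0614 for miR-429-3p. Both miR-200b-3p and miR-200a-3p missed 0.05 in edgeR without *Foxg1* cre/+ replicate 3, 4, 5, 6, 8 or 9 or WT replicate 7 or 9, at an adjusted p of up to 0.0775, with log2 fold changes from -2.60 to -2.19 in those fits. miR-429-3p missed it without any of those libraries or WT replicate 1, 5, 6 or 8, at an adjusted p of up to 0.0783, with log2 fold changes from -2.02 to -1.85 in those fits.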

**Fig. 1:**
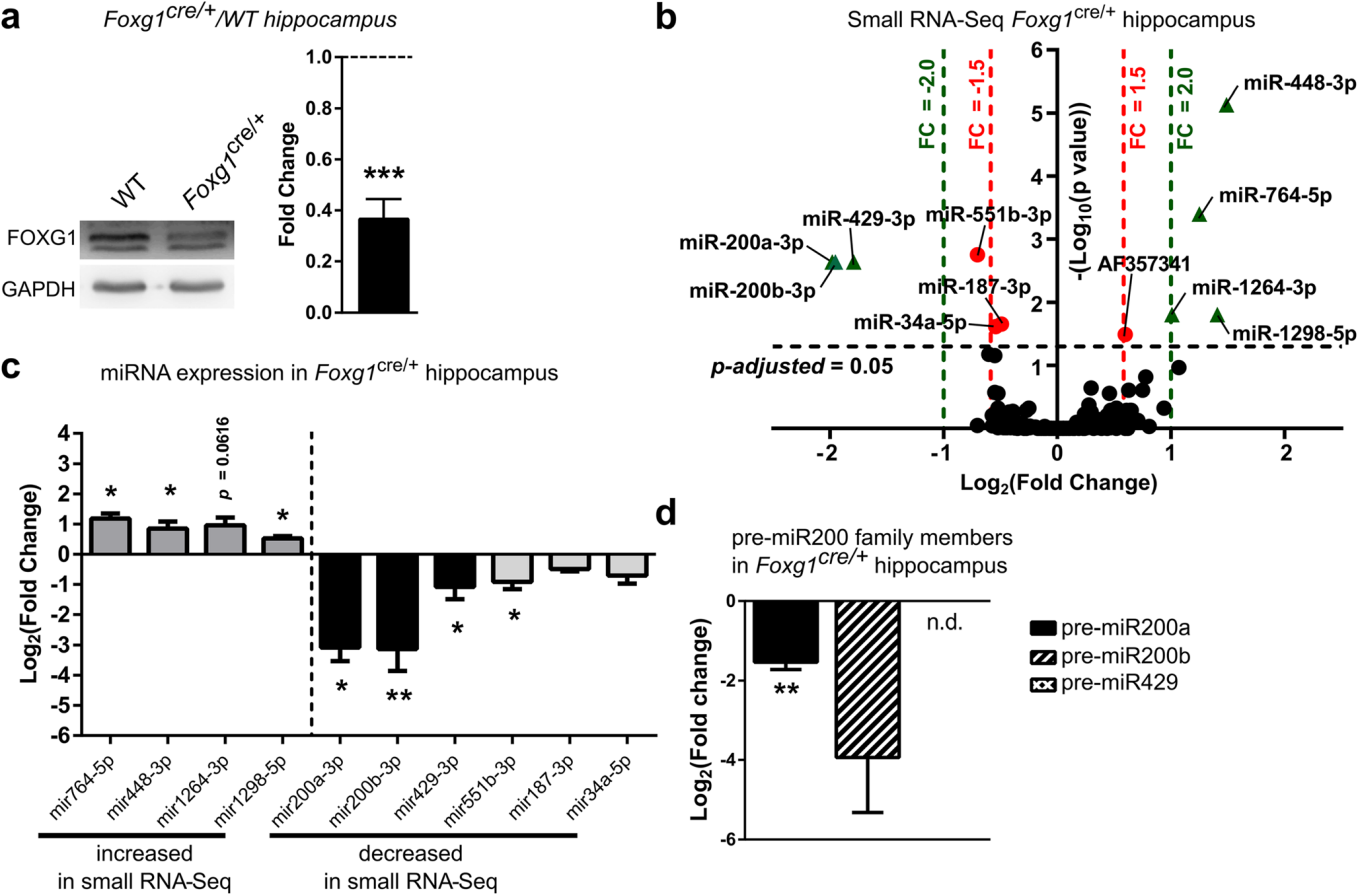
*Foxg1*^cre/+^ adult hippocampus expresses altered miRNA levels of miR200b/a/429 and *Htr2c* families. **a** Representative immunoblot and quantification of FOXG1 protein levels in *Foxg1*^cre/+^ and WT hippocampus show that FOXG1 protein is reduced by 60% in *Foxg1*^cre/+^ compared to control levels (dashed line). Mean with SEM, ***p < 0.001, one-sample Student’s *t* test. *n* = 6. **b** Volcano plot of small RNA-Seq of *Foxg1*^cre/+^ compared to WT hippocampus indicates that expression of miR200b/a/429 family is significantly decreased, whereas miRNAs from *Htr2c* gene significantly increased (dashed lines: DEseq2 *p*-adjusted value = 0.05 (black); FC = ± 2.0 (green); FC = ± 1.5 (red)). Values for adjusted *p* value were plotted on the *y*-axis. *n* = 9. **c** qRT-PCR validation confirms significantly altered expression levels of miRNAs of miR200b/a/429 and *Htr2c* families in 6-week-old hippocampus of *Foxg1*^cre/+^ animals. Mean with SEM, *p < 0.05, **p < 0.01, unpaired Student’s *t* test. *n* = 3. **d** Expression of precursor transcripts of miR200b/a/429 in *Foxg1*^cre/+^ hippocampus using qRT-PCR reveals decreased expression of pre-miR200b and pre-miR200a, while expression of pre-miR429 was not detectable (n.d.). Mean with SEM, *p < 0.05, **p < 0.01, unpaired Student’s *t* test. *n* = 3

### *Prkar2b* Is a Target of FOXG1 and miR200 Family

To identify miR200 targets with a putative role in FOXG1 syndrome, we performed RNA-Seq after overexpressing miR200 family members in N2a cells and compared it with RNA-Seq data obtained from adult *Foxg1*^*cre/+*^ hippocampus. In total, we identified 2081 differentially expressed genes after overexpressing miR200 family members and 382 genes in *Foxg1*^*cre/+*^ hippocampus. Intersection of the two RNA-Seq datasets revealed 35 genes shared between both datasets (Fig. 2a). The intersection of two independent datasets within a finite population size of 43,629 genes can be modelled as a hypergeometric distribution. We performed a hypergeometric test, which revealed a *p* value of 0.0001 that suggested that the overlap of 35 out of 382 *Foxg1*^*cre/+*^ and 2081 miR200 differentially expressed genes is not by chance but rather significant.

**Fig. 2:**
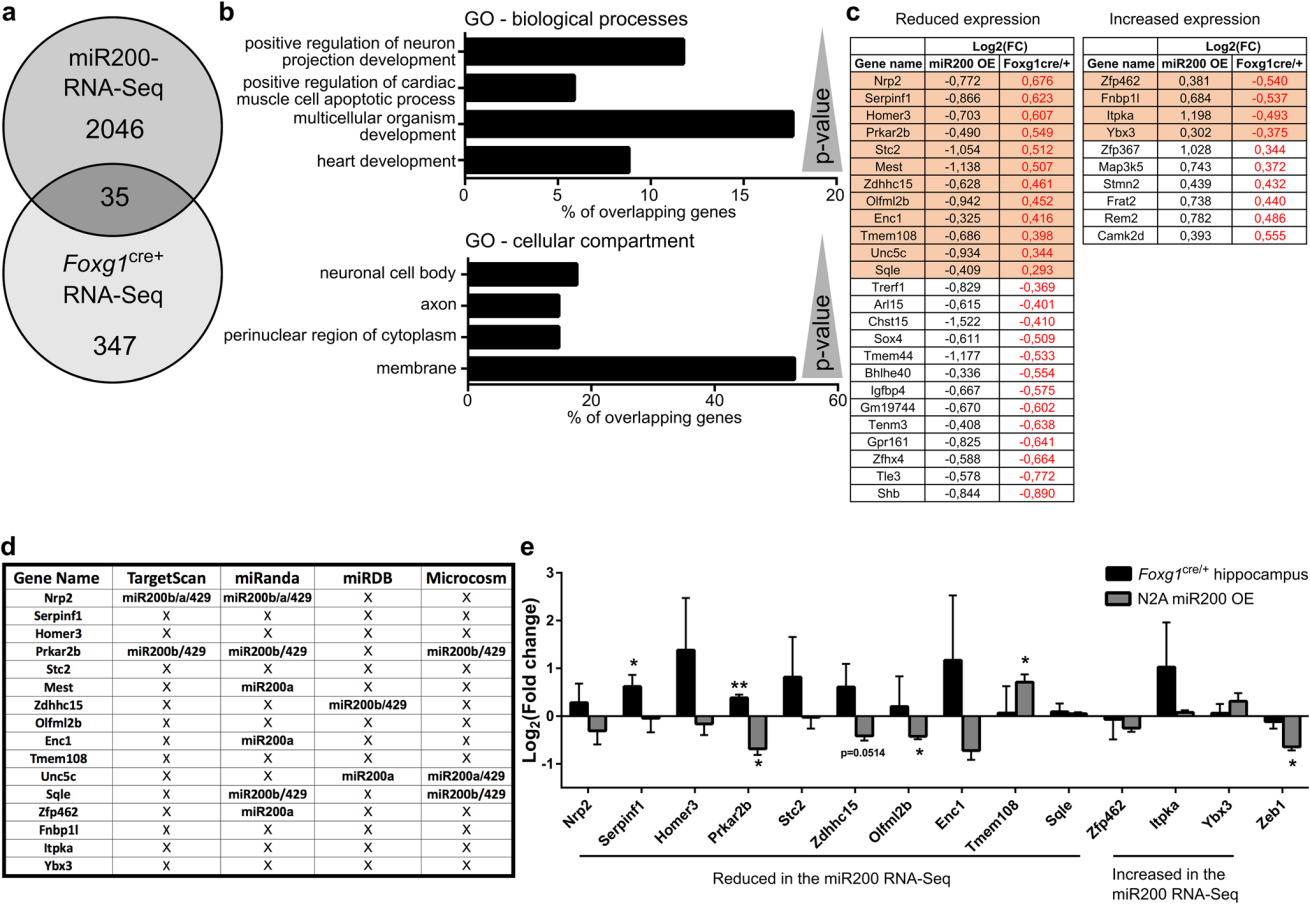
RNA-Seq after miR200 overexpression and of *Foxg1*^cre/+^ hippocampus identify *Prkar2b* as a miR200 target in the hippocampus. **a** Venn diagram depicting the overlap of 35 differentially expressed genes from RNA-Seq of N2a cells overexpressing miR200 family and from RNA-Seq of *Foxg1*^cre/+^ hippocampus. *n* = 2 and *n* = 3, respectively. **b** Bar chart of a DAVID GO term analysis for biological processes and cellular compartments of the 35 overlapping genes displayed in **a**. *p* values (as reported by DAVID) are given in the range of 0.0016 to 0.075. **c** Thirty-five overlapping genes with reduced or increased expression after miRNA200 family overexpression. Given is the log_2_(fold change) of both RNA-Seq datasets. Highlighted are genes, which show opposing expression level changes after miR200 family overexpression and in condition of less FOXG1 expression in *Foxg1*^*cre/+*^ hippocampus. **d** Table showing which of the 16 genes highlighted in **c** might be putative targets of miR200 family using four different prediction algorithms. Three out of four prediction algorithms identify miR200b and miR429 seed sequences in *Prkar2b*. **e** qRT-PCR validation of putative miR200 family target genes from **c**, together with *Zeb1*, which served as control for miR200 overexpression. miR200 family overexpression in N2a decreases *Prkar2b* levels compared to untransfected N2a cells, which are in turn increased in *Foxg1*^*cre/+*^ hippocampus with reduced levels of miR200 family member expression compared to wild type. Mean with SEM, *p < 0.05, **p < 0.01, Student’s *t* test (hippocampus samples) and one-sample Student’s *t* test (miR200 overexpression in N2a cells). *n* = 3–4

Gene ontology (GO) term analysis revealed that this set of 35 genes is classified to processes like neuronal projection and development (Fig. 2b). As the *Foxg1*^*cre/+*^ hippocampus expressed less mature miR200b/a/429, we focused on genes with opposing expression levels after miR200 overexpression compared to *Foxg1*^*cre/+*^ RNA-Seq to identify putative targets. Twelve of these genes showed reduced levels after miR200 overexpression, whereas four increased in expression (highlighted in Fig. 2c). We used different target prediction tools to analyse miR200 seed sequences on the mRNAs of these 16 genes. Three of the four prediction algorithms identified putative miR200 binding sites in the 3′-untranslated region (UTR) of *Prkar2b* (Fig. 2d). We subsequently assessed altered expression of 13 candidates by qRT-PCR in vitro and in vivo. *Prkar2b* mRNA levels decreased upon overexpression of the miR200 family members and increased in *Foxg1*^*cre/+*^ hippocampus (Fig. 2e) as predicted. Other candidates, i.e. *Serpinf1*, *Olfml2b* and *Tmem108*, were either significantly altered in only one condition or were altered in an opposing direction compared to the RNA-Seq data. These expression analyses therefore rendered *Prkar2b* as the best candidate for altered expression through FOXG1 and/or miR200 family.

Next, we analysed altered protein levels of PRKAR2B in the *Foxg1*^*cre/+*^ hippocampus using immunoblotting. As anticipated, protein levels of PRKAR2B increased with reduced levels of FOXG1 in vivo (Fig. 3a, c) and decreased after overexpression of miR200 compared to a miR200 sponge in N2a cells (Fig. 3b, c). To further show that the *Prkar2b* 3′UTR was targeted by miR200b/a/429, we used a luciferase reporter assay. Overexpression of miR200b/a/429 together with a plasmid carrying luciferase followed by the WT 3′UTR of *Prkar2b* reduced the luciferase signal. In contrast, inverted or T_7_ replaced seed sequences in the 3′UTR of *Prkar2b* did not affect luciferase expression (Fig. 3d). We therefore concluded that *Prkar2b* was a direct target of miR200 family members.

**Fig. 3:**
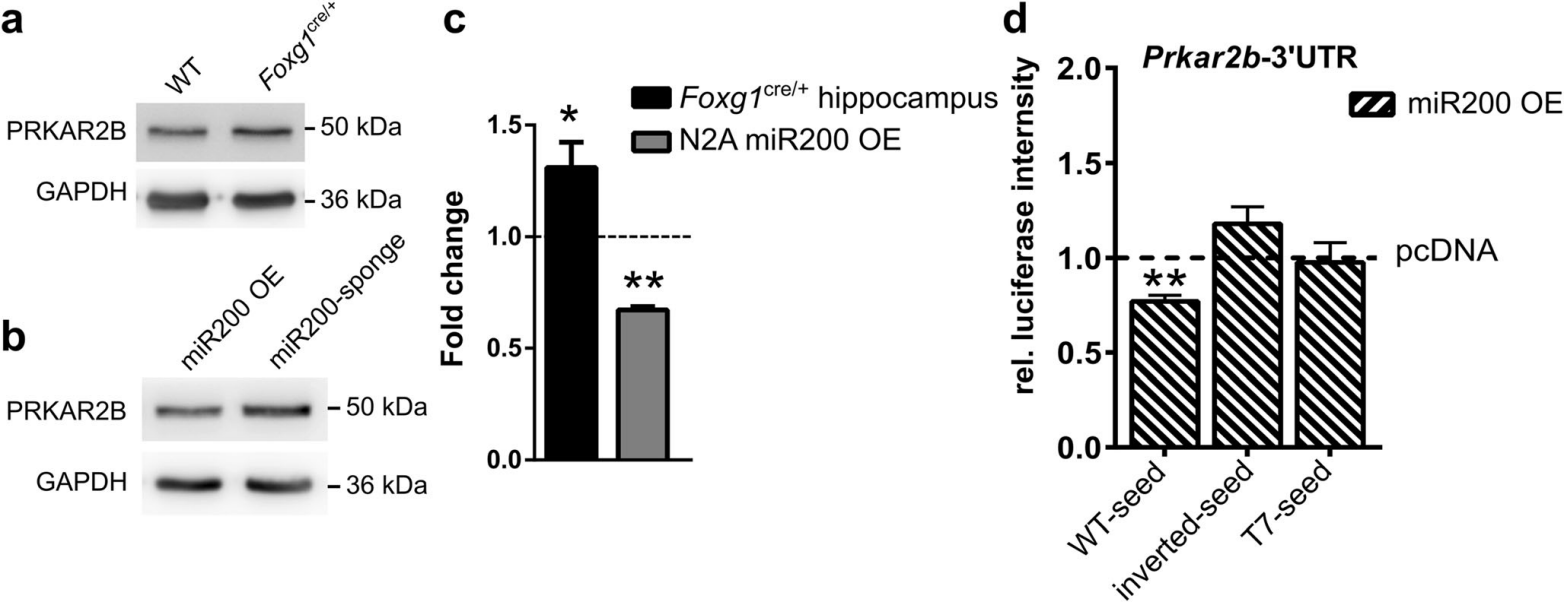
miR200b/a/429 overexpression reduces PRKAR2B protein levels. **a** Immunoblots of WT and *Foxg1*^*cre/+*^ hippocampus using anti-PRKAR2B antibodies show increased expression in the adult hippocampus of *Foxg1*^*cre/+*^ animals. *n* = 7. **b** Immunoblots of N2a cells overexpressing miR200 family or miR200 sponge plasmids. Overexpression of miR200 family reduces PRKAR2B levels compared to miR200 sponge-transfected N2a cells. *n* = 3. **c** Densitometric quantification of **a** and **b**. Reduced levels of FOXG1 result in increased levels of PRKAR2B in the adult hippocampus. miR200 family member overexpression reduces PRKAR2B levels significantly when compared to miR200 sponge (dashed line represents control expression levels). Mean with SEM, *p < 0.05, **p < 0.01, one-sample Student’s *t* test. *n* = 7. *Foxg1*^*cre/+*^ hippocampus, and *n* = 3 for miR200 OE. **d** Results of luciferase assays to detect degradation of a transcript containing a wild type (WT), inverted or T_7_ seed sequence in the *Prakr2b*-3′UTR. Overexpression of miR200b/a/429 degrades transcripts with WT-seed but not with inverted or T_7_ seed in the *Prkar2b*-3′UTR, when compared to control vector expression (dashed line). Mean with SEM, **p < 0.01, one-sample Student’s *t* test. *n* = 3–5

As FOXG1 is described as a transcription factor, we analysed FOXG1 chromatin-immunoprecipitation sequencing (ChIP-Seq) from E14.5 cortical tissue (available through the Active Motif web site) and own ChIP-Seq data from adult hippocampus (data not shown) for enriched genomic regions around the *Prkar2b* and *Gm13648* genes. We identified a peak at the 5′ end of *Prkar2b*, whereas no enrichment was observed in *Gm13648* (Fig. 4a, b). We therefore analysed whether FOXG1 suppressed *Prkar2b* expression through regulative sequences at the 5′ end. First, overexpression of full-length FOXG1 in N2a cells resulted in decreased transcription of *Prkar2b*. Interestingly, overexpression of a Forkhead box-deficient variant of FOXG1 also led to a reduction, albeit smaller than in the presence of full-length FOXG1 (Fig. 4c). We next used a luciferase assay to verify putative regulative sequences within the 5′ end of *Prkar2b*. We cloned the 5′ region of the *Prkar2b* gene containing a predicted Forkhead box binding site (Fig. 4a) upstream of a luciferase reporter. In this assay, overexpression of FOXG1 reduced luciferase activity compared to the empty vector control (Fig. 4d). These results indicated that FOXG1 suppressed *Prkar2b* transcription directly in addition to its degradation activities via miR200 family members. Together, the data provided strong evidence that PRKAR2B is a novel candidate protein, misexpression of which might be implicated in FOXG1 syndrome.

**Fig. 4:**
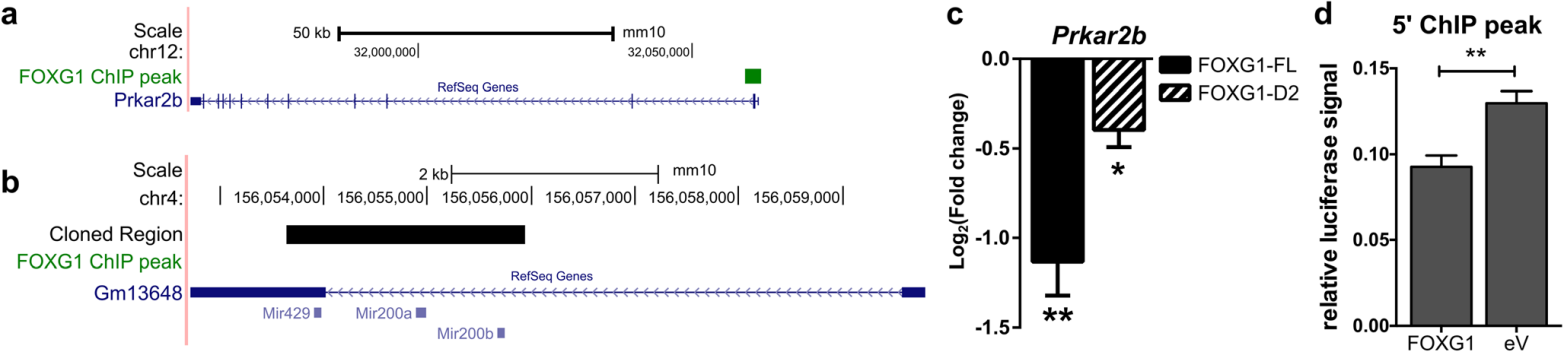
FOXG1 suppresses *Prkar2b* expression through direct and indirect mechanisms. **a** UCSC Genome browser view of *Prkar2b* gene region indicating FOXG1 binding site (FOXG1 ChIP peak, shown in green) from FOXG1 adult hippocampus ChIP-Seq data. **b** UCSC genome browser view of miR200b/a/429 gene showing the cloned region in the black bar, which does not include promoter, 5′ and 3′UTR regions. No FOXG1 binding sites were predicted in the miR200b/a/429 gene. **c** Transcript levels of *Prkar2b* are reduced after FOXG1-FL and FOXG1-D2 expression in N2a cells compared to empty vector-transfected cells. Mean with SEM, *p < 0.05, **p < 0.01. *n* = 5. **d** Results of luciferase assays to detect transcriptional influence of FOXG1 on the region around the peak enriched after FOXG1–ChIP-Seq in the 5′ region of the *Prkar2b* gene. FOXG1 suppresses luciferase activity significantly, when compared to control. Mean with SEM, **p < 0.01, unpaired Student’s *t* test. *n* = 5

To investigate if levels of miR200 family members or *Prkar2b* were altered in other regions than the hippocampus of *Foxg1*^*cre/+*^ animals, we assessed the respective transcript levels in samples derived from the cerebral cortex and olfactory bulb. Neither mature miR200b/a/429 nor *Prkar2b* levels changed in the cerebral cortex or olfactory bulb in *Foxg1*^*cre/+*^ compared to WT animals (Fig. S1a–c).

### FOXG1 Interacts with DDX5 and DROSHA Microprocessor Complex

As our data indicated that FOXG1 was not directly involved in transcriptional control of the pri-miR200 transcript, we aimed to identify protein interaction partners of FOXG1 that might explain the posttranscriptional effects observed. We overexpressed FOXG1 in SILAC-labelled N2a cells and performed FOXG1 co-IP followed by quantitative mass spectrometry (MS). MS analysis identified 701 proteins with at least two unique identified peptides, which were enriched more than 2-fold by FOXG1 co-IP (Fig. 5a). We analysed the MS dataset using *Database for Annotation, Visualization and Integrated Discovery* (DAVID) which revealed *Kyoto Encyclopedia of Genes and Genomes* (KEGG) pathway terms related to RNA metabolism, i.e. spliceosome, RNA transport and RNA degradation (Fig. 5b). These data strongly suggested that FOXG1 might be involved in RNA metabolism in addition to its transcriptional repressor activity. The spliceosome pathway had a *p* value of 8.71E-25, and one of the strongest enriched proteins overall and among RNA binding proteins was the ATP-dependent RNA helicase DDX5 (Fig. 5a). DDX5 regulates posttranscriptional control of gene expression at various levels [30]. Posttranscriptional control is affected in MECP2-mediated Rett syndrome [31] as well as in other autism spectrum disorders [32]. Therefore, we decided to focus on the interaction between FOXG1 and DDX5 to elucidate a novel function for FOXG1 in posttranscriptional RNA regulation. We confirmed this novel interaction between FOXG1 and DDX5 after overexpression of HA- or Au1-tagged FOXG1 in N2a cells (Fig. 5c), or with endogenous FOXG1 in adult mouse hippocampus (Fig. 5d) using co-IP followed by immunoblotting. FOXG1 interacted with DDX5 both in vitro and in vivo. Since DDX5 associates with the microprocessor complex [33] and has an important role in miRNA maturation [34], we probed FOXG1-co-IP samples for DROSHA and DiGeorge syndrome critical region gene 8 (DGCR8). FOXG1 interacted with both DROSHA and DGCR8 in vitro and in vivo (Fig. 5c, d), suggesting that FOXG1 may influence miRNA maturation.

**Fig. 5:**
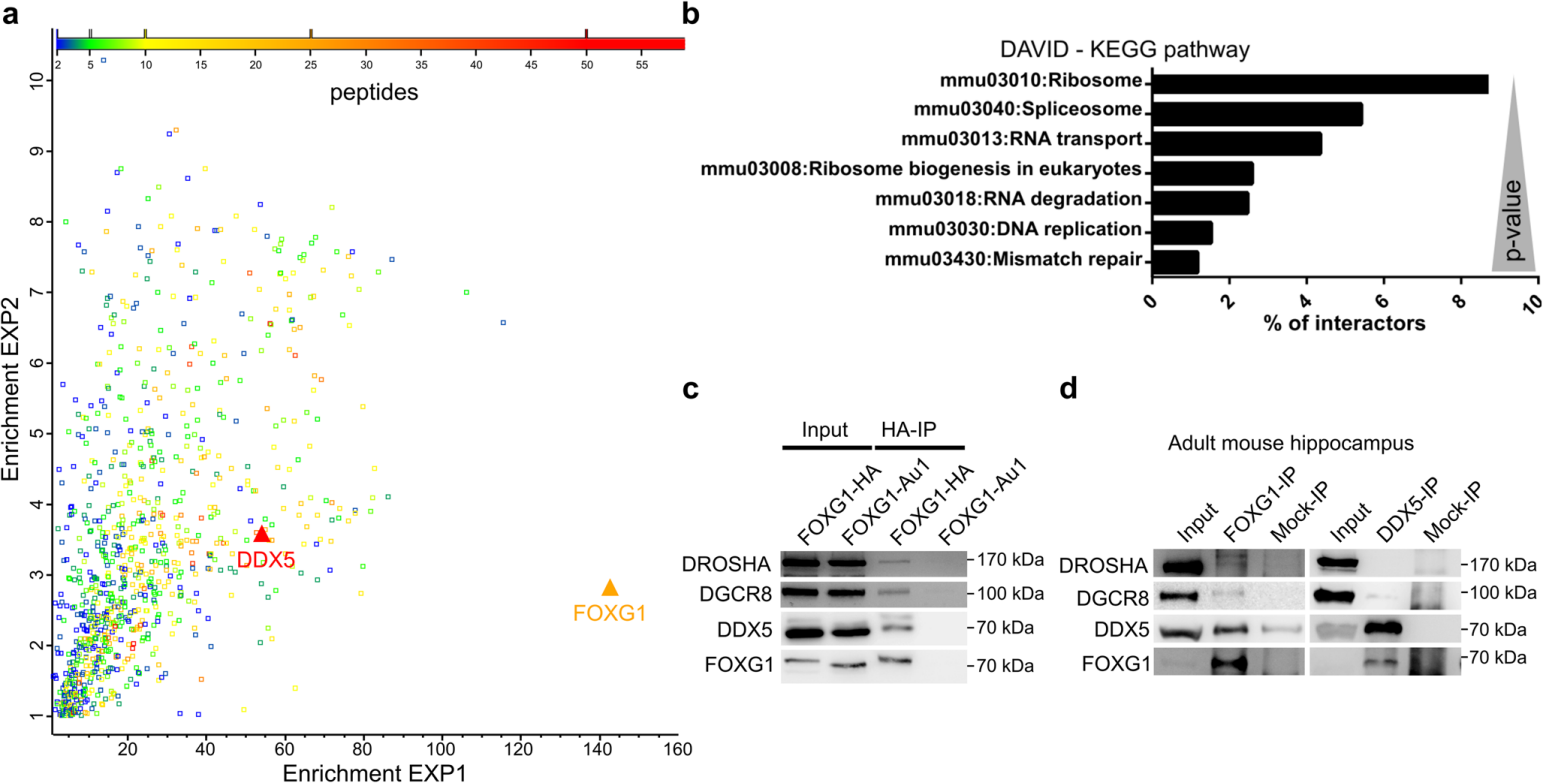
Mass spectrometry and Co-IP reveal interaction of FOXG1 with DDX5 and the microprocessor. **a** Scatterplot of the FOXG1 interactome highlights its interaction with DDX5. The fold enrichment of two independent FOXG1-Au1 co-IP replicates of the MS analysis are plotted on the *x*- and *y*-axis, respectively, and detected proteins are colour coded with regard to the number of individual peptides mapping into the identified protein. *n* = 2. **b** DAVID KEGG pathway analysis with the most significant pathways. *p* values < 0.049. **c** Representative immunoblot after FOXG1-HA co-IP using anti-HA, anti-DDX5, anti-DROSHA and anti-DGCR8 shows that DDX5 and the microprocessor proteins interact with FOXG1 in N2a cells. Overexpression of FOXG1-Au1 serves as control for specificity of the HA-co-IP. **d** Representative immunoblot using anti-FOXG1, anti-DDX5, anti-DROSHA and anti-DGCR8 antibodies after co-IP of endogenous FOXG1 and DDX5, respectively, from protein extracts of adult mouse hippocampus. *n* = 3

### FOXG1–DDX5 Complex Interacts with the Microprocessor in the Nucleus

The maturation process of miRNAs is spatially separated. The nuclear DROSHA microprocessor excises the pre-miRNA from the primary transcript, whereas subsequent cleavage of mature miRNAs in the form of the stem loop occurs through the cytoplasmic DICER complex. To identify the cellular localization of the FOXG1–DDX5 complex, we used co-IPs from fractionated cells. In N2a cells, DROSHA localised not exclusively to the nucleus but was detected at significant levels in the cytoplasm. Cytoplasmic localisation of DROSHA depends on phosphorylation [35, 36] and splicing [37]. Despite the enriched cytoplasmic localisation of DROSHA, we precipitated FOXG1 along with DDX5, DROSHA and DGCR8 from the nucleoplasmic and chromatin fraction (Fig. 6a). We used PLA and confirmed that the FOXG1–DDX5 complex localised to the nucleus in vivo in N2a cells (Fig. 6b). Confocal imaging and 3D stacking of FOXG1–DDX5 PLA in N2a cells revealed that the PLA signal of FOXG1–DDX5 localised to the proximity of the inner nuclear membrane (Fig. 6c). This result suggested that nuclear FOXG1–DDX5 complexes did not directly affect DICER-mediated processing, as their interaction was restricted to the nuclear compartment.

**Fig. 6:**
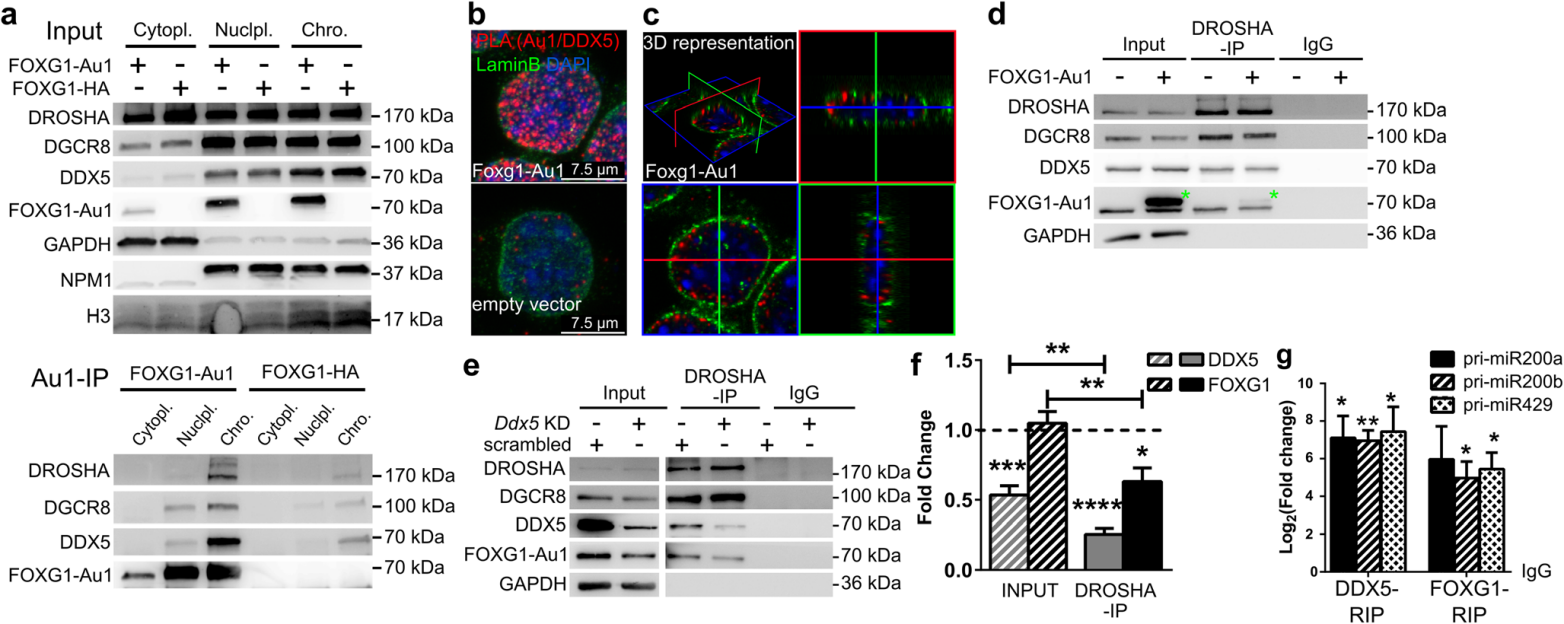
FOXG1 and DDX5 interact in the nucleus and DDX5 recruits FOXG1 to DROSHA. **a** Immunoblots of cytoplasmic (cytopl), nucleoplasmic (nuclpl) and chromatin (chro) fractions after cell fractionation of FOXG1-Au1 or FOXG1-HA expressing N2a cells using anti-Au1, anti-DDX5 and microprocessor antibodies (upper panel, input samples). GAPDH, NPM1 and H3 are used as controls for fractionation. Au1-co-IP of FOXG1-Au1 or FOXG1-HA expressing N2a cells and immunoblots with anti-Au1, anti-DDX5 and microprocessor proteins showing that interactions take place in the nucleoplasm and chromatin fraction (lower panel, Au1-IP samples). *n* = 3. b Confocal imaging of PLA of FOXG1-Au1 and DDX5 after FOXG1-Au1 overexpression in N2a cells shows that FOXG1/DDX5 localises near Lamin B-positive immunostaining inside the nucleus. Scale bar 7.5 μm. *n* = 2. **c** 3D representation of **b**. **d** Immunoblot after DROSHA co-IP of FOXG1-Au1 overexpressing or empty vector-transfected N2a cells using anti-Au1, anti-DDX5 and anti-microprocessor antibodies. DDX5 co-precipitates with DROSHA in the presence and absence of FOXG1. Green asterisks indicate FOXG1-Au1 band. *n* = 2. **e** Immunoblot of DROSHA co-IP after *Ddx5* KD or scrambled control transfection in FOXG1 overexpressing N2a cells. Antibodies as in **d**. DROSHA co-precipitates less FOXG1 in conditions of decreased DDX5 expression. *n* = 6. **f** Densitometric analysis of **e**. Input FOXG1 and DDX5 are normalised to GAPDH, and in DROSHA-IP, FOXG1 and DDX5 are normalised to DROSHA (dashed line). Ratios of *Ddx5* KD to scrambled control are represented. Additional comparison of FOXG1 and DDX5 levels between DROSHA-IP and input revealed statistical significant reduction of FOXG1 and DDX5 after *Ddx5* KD (represented by the straight horizontal line bars). Mean with SEM, *p < 0.05, **p < 0.01 ***p < 0.001, ****p < 0.0001, one-sample Student’s *t* test. *n* = 6. **g** qRT-PCR analyses of pri-miR200 family members after native DDX5 and FOXG1-Au1 RIP showing that FOXG1 and DDX5 co-precipitate pri-miR200 transcripts normalised to IgG control. Mean with SEM, *p < 0.05, **p < 0.01, unpaired Student’s *t* test. *n* = 3

We next investigated if FOXG1 mediated the binding of DDX5 to the microprocessor in neural cells, or vice versa. We performed DROSHA co-IP after overexpressing FOXG1 in N2a cells and assessed DDX5 levels. DROSHA co-precipitated similar levels of DDX5, irrespective of the presence of FOXG1 (Fig. 6d). Next, we investigated if knockdown (KD) of DDX5 affected FOXG1 binding to DROSHA. By reducing expression of DDX5, we observed decreased FOXG1 recruitment to DROSHA (Fig. 6e, f). Together, these data suggested that DDX5 associated to the microprocessor independent of the presence of FOXG1, but that FOXG1 required DDX5 to bind to DROSHA.

FOXG1 did not seem to alter pri-miR200b/a/429 transcription and it associated with the microprocessor in the nucleus. We therefore hypothesised that a FOXG1–DDX5 complex might affect miR200 biogenesis and assessed whether FOXG1 or DDX5 would bind the pri-miR200b/a/429 transcript. We applied native RIP with antibodies against the Au1-tag after FOXG1-Au1 overexpression in N2a cells, or with anti-DDX5, respectively. RIP was followed by qRT-PCR, which revealed that both FOXG1 and DDX5 precipitated the pri-miR200b/a/429 (Fig. 6g).

### Decreased Levels of DDX5 in FOXG1 Overexpressing Cells Reduce Mature miR200 Levels but Increase DROSHA Processivity

We next aimed to elucidate the molecular level at which FOXG1 and DDX5 affected miR200 biogenesis. First, we assessed whether overexpression of FOXG1 alone would be sufficient to affect miR200 biogenesis. Using pCX-miR200b/a/429 plasmid to express miR200b/a/429 family in N2a cells did not increase the expression of the primary transcript after FOXG1 overexpression (Fig. 7a), confirming that FOXG1 did not influence transcription of the parental gene. We next determined the levels of pre-miR200 and mature miR200 after FOXG1 and miR200b/a/429 family overexpression using Northern blots. Overexpression of FOXG1 in these conditions did neither affect precursor nor mature miR200 levels (Fig. 7b, c).

**Fig. 7:**
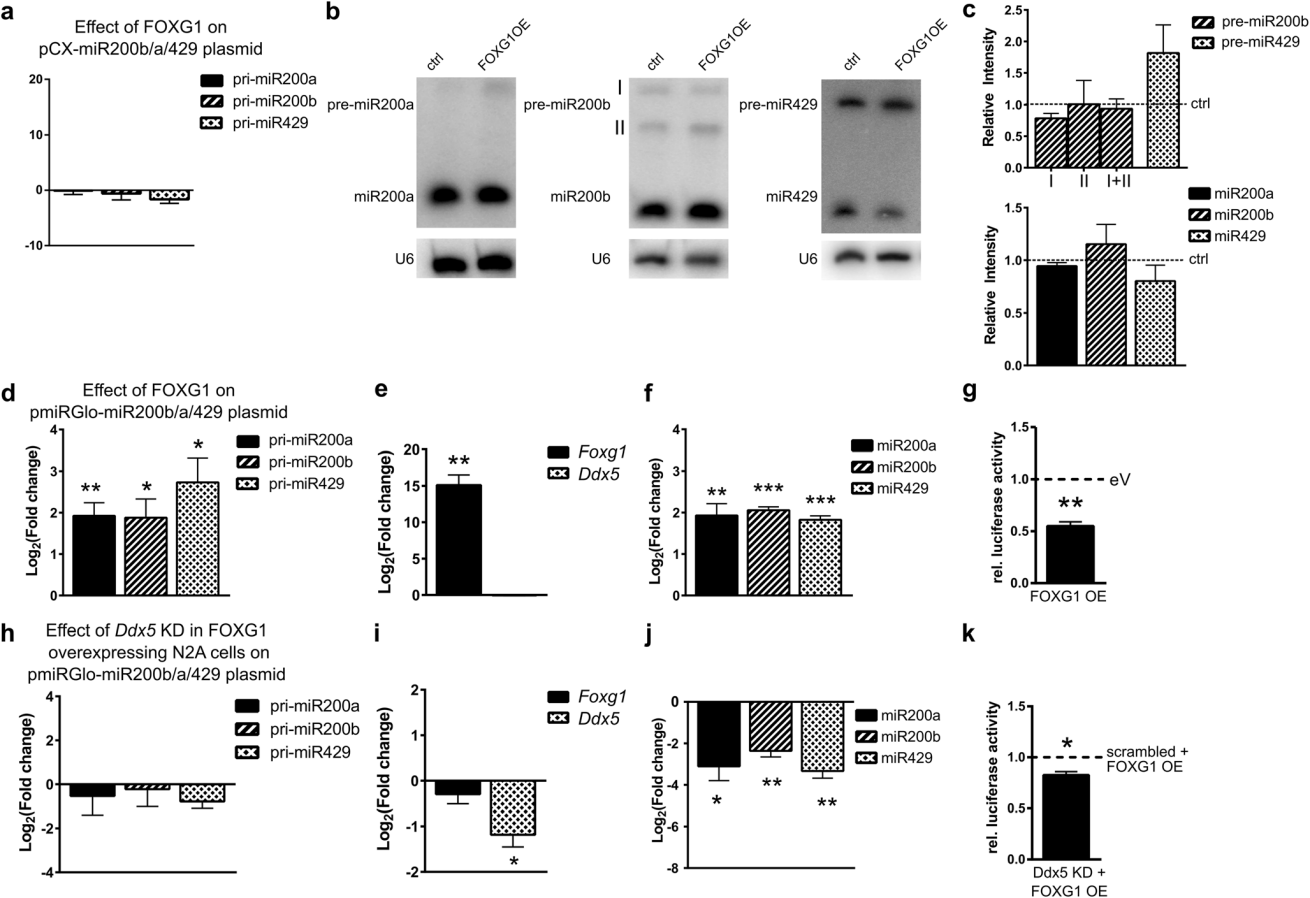
FOXG1 overexpression affects miR200 family levels in conditions of increased expression of pri-miR200 in a DDX5-dependent manner. **a** qRT-PCRs of pri-miR200b/a/429 of N2a cells overexpressing FOXG1 and miR200 family using pCX-miR200b/a/429 compared to an empty vector. One-sample Student’s *t* test. *n* = 3. **b** Representative northern blots of precursor (pre-) and mature miR200b/a/429 in N2a cells using pCX-miR200b/a/429. Shown are control-transfected and FOXG1 overexpression in N2a cells probed for *pre/miR200a* (upper panel), *pre-miR200b* (middle panel) and pre-miR429 (lower panel) as well as U6 loading control. **c** Densitometric quantification of the northern blot bands for precursors of miR200b (isoforms I and II) and miR429 (left panels) and mature miR200b/a/429 (right panels). Dashed lines indicate expression levels of control cells. FOXG1 overexpression does not alter expression levels of precursor and mature miR200 family members. Mean with SEM, **p < 0.01, one-sample Student’s *t* test. *n* = 3. **d** qRT-PCRs of pri-miR200b/a/429 of N2a cells overexpressing miR200 family using pmiRGlo-miR200b/a/429 and FOXG1 compared to empty vector. pri-miR200 levels increase upon FOXG1 overexpression. Mean with SEM, *p < 0.05, **p < 0.01, one-sample Student’s *t* test. *n* = 3–6. **e** qRT-PCR results confirm increased *Foxg1* and unchanged *Ddx5* expression. Mean with SEM, **p < 0.01, one-sample Student’s *t* test. *n* = 4. **f** qRT-PCRs of mature miR200b/a/429 of N2a cells overexpressing miR200 family from pmiRGlo-miR200b/a/429 plasmid and FOXG1 compared to empty vector expression. Levels of mature miR200 increase statistically significant. Mean with SEM, **p < 0.01, ***p < 0.001, one-sample Student’s *t* test. *n* = 5–6. **g** Reduced luciferase activity indicates an increased turnover of pri-miR200b/a/429 in the presence of FOXG1. Mean with SEM, **p < 0.01, one-sample Student’s *t* test. *n* = 4. **h** qRT-PCRs of pri-miR200b/a/429 of N2a cells overexpressing miR200 family using pmiRGlo-miR200b/a/429 and FOXG1 as well as simultaneous *Ddx5* KD, compared to FOXG1 overexpression and scrambled control. pri-miR200 levels are unaffected by *Ddx5* KD. Mean with SEM, one-sample Student’s *t* test. *n* = 3–6. *i* qRT-PCR results confirm decreased *Ddx5* levels after *Ddx5* KD and unchanged *Foxg1* expression. Mean with SEM, *p < 0.05, one-sample Student’s *t* test. *n* = 4. **j** qRT-PCRs of mature miR200b/a/429 in N2a cells after overexpressing miR200 family from pmiRGlo-miR200b/a/429 plasmid and FOXG1 as well as simultaneous *Ddx5* KD compared to FOXG1 overexpression and scrambled control. Levels of mature miR200 decrease significantly after reduction of DDX5 in FOXG1 expressing cells. Mean with SEM, *p < 0.05, **p < 0.01, one-sample Student’s *t* test. *n* = 5–6. **k** Reduced luciferase activity indicates an increased turnover of pri-miR200b/a/429 after *Ddx5* KD and FOXG1 overexpression when compared to cells overexpressing FOXG1 and scrambled control. Mean with SEM, *p < 0.05, one-sample Student’s *t* test. *n* = 4

We next used a pmiRGLO-miR200b/a/429 plasmid to overexpress the miR200b/a/429 family and assessed whether levels of primary miR200 transcripts changed after FOXG1 overexpression. In these conditions, the presence of FOXG1 significantly increased pri-miR200b/a/429 levels (Fig. 7d, e), which resulted in significantly increased levels of mature miR200 family expression (Fig. 7f). Moreover, the N2a cells transfected with pmiRGlo-miR200b/a/429 along with FOXG1 allowed us to observe an increased turnover of the pri-miR200b/a/429 in a luciferase reporter assay (Fig. 7g). As we observed altered mature miR200 levels only when we used pmiRGLO-miR200b/a/429, which led to increased levels of the primary transcript, but not with the pCX-miR200b/a/429 plasmid that did not change pri-miR200 levels, we concluded that FOXG1 alone is probably not sufficient to affect miR200 biogenesis. Instead, significantly altered levels of the primary transcript are necessary to observe altered expression of mature miR200 family members.

To further address whether DDX5 would play a role in the FOXG1-mediated increase in mature miR200 levels as observed in Fig. 7f, we knocked-down (KD) *Ddx5* in FOXG1 and pri-miR200b/a/429 (using pmiRGLO-miR200b/a/429) expressing cells (Fig. 7i). Under these conditions, pri-miR200b/a/429 levels did not change (Fig. 7h); however, the levels of the mature miR200 family decreased significantly (Fig. 7j), despite increased activity of the microprocessor (Fig. 7k). These findings indicated that DDX5 is involved in FOXG1-mediated processing of the miR200 family members.

As the experimental conditions in N2a cells required overexpression of FOXG1 and increased levels of pri-miR200b/a/429, we aimed to study the influence of FOXG1 and DDX5 in primary hippocampal neurons. KD of FOXG1 resulted in increased levels of DDX5, without significant effect on miR200 maturation (Fig. 8a, b). In contrast, KD of DDX5 resulted in concomitant increase of FOXG1 expression (Fig. 8c), as well as significantly decreased expression of miR200b (Fig. 8d). This result mimicked and confirmed our observation in N2a cells, in which decreased levels of DDX5 and concomitant increased levels of FOXG1 affected miR200 maturation. Taken together, these data showed that FOXG1 and DDX5 were involved in miR200 biogenesis and that the underlying molecular mechanism depended on a crucial balance between the levels of FOXG1, DDX5 and pri-miR200b/a/429.

**Fig. 8:**
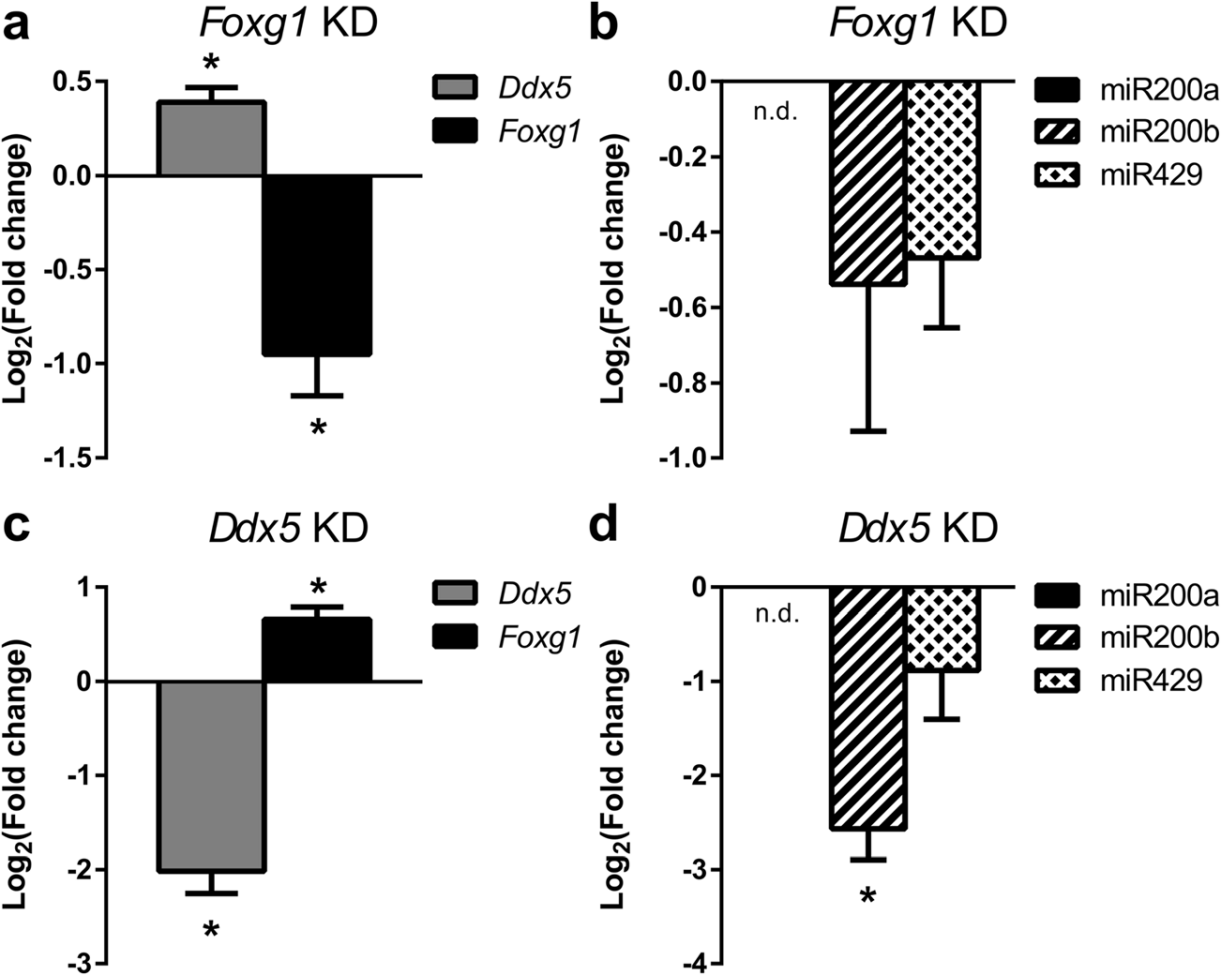
Increased levels of *Foxg1* and *Ddx5* KD decrease miR200b expression in primary hippocampal neurons. **a** qRT-PCR of *Ddx5* and *Foxg1* in *Foxg1* KD primary hippocampal cells, *Foxg1* KD increases expression of *Ddx5.***b** qRT-PCR of mature miR200 family expression after KD of *Foxg1*. Expression levels of mature miRNA200 family do not change. **c** qRT-PCR of *Ddx5* and *Foxg1* in *Ddx5* KD primary hippocampal cells. *Ddx5* KD results in increased expression of *Foxg1.***d** qRT-PCR of mature miR200 family expression after KD of *Ddx5*. Reduced expression of *Ddx5* with concomitant increase in *Foxg1* expression causes significant reduction of mature miR200b expression in primary hippocampal neurons. All data are represented as mean with SEM, *p < 0.05, **p < 0.01, one-sample Student’s *t* test. *n* = 3

## Discussion

In this study, we identified that FOXG1 affects PRKAR2B expression at multiple levels, on one hand through direct transcriptional repression and on the other hand through the miR200 family that directly targets *Prkar2b* transcripts. Thereby, we discovered important new roles of FOXG1 for the function of neural cells and of hippocampal neurons in the adult CNS, independent on proliferative effects (Fig. S2). Patients with mutations in *FOXG1* show impaired neuronal function and the symptoms are comparable to Rett syndrome. However, the role of FOXG1 in mature neurons and in the adult CNS is not entirely clear. In the adult hippocampus, FOXG1 prevents depletion of the progenitor pool in the dentate gyrus [38]. In cerebellar granule neurons, FOXG1 promotes survival [39]. Also, FOXG1 binds to a spliced, proapoptotic version of MECP2 thereby preventing neuronal death [13].

Apart from influencing gene transcription, Pancrazi et al. showed that FOXG1 localised within the mitochondrial matrix and regulates the mitochondrial membrane potential, mitochondrial fission and mitosis [40]. This finding gave indication that FOXG1 might have additional functions than regulation of transcription, for example in posttranscriptional control. Here, we describe a novel interaction between FOXG1, DDX5 and the microprocessor complex that can affect maturation of miR200b/a/429. Our data show that the PKA regulator PRKAR2B is a direct target of FOXG1 as well as of miR200 family. The biogenesis of miR200 can also be influenced by FOXG1, probably in a context-dependent manner that depends on the levels of the different players. Our data robustly show that increased levels of FOXG1 in *Ddx5* KD N2a and hippocampal cells decreased mature miR200. However, at least in N2a cells, we observed decreased miR200 levels despite a significantly increased turnover of the primary transcript. Therefore, we hypothesise further regulative layers downstream of DROSHA that might be affected by FOXG1. Our MS data propose different pathways that might act downstream of DROSHA, as the data suggest that FOXG1 associates for example with the exosome and therefore confers degradation of pre-miR200 family members. It is also possible that FOXG1 interacts with nuclear envelope proteins and affects the transport of pre-miR200 into the cytoplasm. The PLA signal suggests that FOXG1/DDX5 complexes localise near the membrane, which might corroborate such interpretation. However, to shed more light on FOXG1’s implication in posttranscriptional control and FOXG1/DDX5-mediated effects downstream of DROSHA, much more research is needed.

Our finding that FOXG1 influences posttranscriptional maturation of miRNAs reflects a shared cellular function between FOXG1 and MECP2, as the latter also associates to DROSHA and DGCR8 to regulate miRNA processing in the adult mouse hippocampus [41]. However, while the involvement of FOXG1 and MECP2 in miRNA biogenesis is conserved, targets are different. MECP2 suppresses miR134, miR383, miR382 and miR182 maturation in the hippocampus [41]. Our study revealed fewer numbers of differently expressed miRNAs that are affected in *Foxg1*^*cre/+*^ hippocampus compared to the data reported for MECP2 deficiency. 

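Of miR-134, miR-383, miR-382 and miR-182, 5 mature forms had enough counts to be tested in *Foxg1* cre/+ hippocampus, and 0 passed an adjusted p of 0.05 in edgeR, DESeq2 or limma-voom (0 when adjusted over the list alone). None of the 5 had an unadjusted p under 0.05 in edgeR. miR-134-5p was at 136 ± 27.1 CPM (SD, n = 9) in *Foxg1* cre/+ hippocampus and 117 ± 15.5 CPM (SD, n = 9) in WT, a log2 fold change of 0.21 (standard error 0.13, adjusted p = 0.745 from edgeR). miR-134-3p, the other arm of the same hairpin, had a log2 fold change of 0.22 (standard error 0.13, adjusted p = 0.745 from edgeR). For miR-383-5p the levels were 53.2 ± 19.7 CPM (SD) and 78.3 ± 42.9 CPM (SD), a log2 fold change of -0.54 (standard error 0.33, adjusted p = 0.745 from edgeR). miR-382-5p, which like miR-134 belongs to the imprinted *Dlk1*-*Dio3* cluster, had a log2 fold change of 0.09 (standard error 0.20) and miR-182-5p of 0.06 (standard error 0.29), both with an adjusted p of 0.987 from edgeR. As a set, the 5 had a median log2 fold change of 0.09 and did not stand apart from the other miRNAs (camera, adjusted p = 0.582). The exact permutation test gave p = 0.0981 for miR-134-5p, p = 0.292 for miR-383-5p, p = 0.786 for miR-382-5p and p = 0.825 for miR-182-5p. The log2 fold change turned to -0.08 for miR-382-5p without *Foxg1* cre/+ replicate 1, and for miR-182-5p to -0.06 without *Foxg1* cre/+ replicate 1 and -0.14 without *Foxg1* cre/+ replicate 7. With limma-voom, that of miR-182-5p was -0.13.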

And, we identified no commonly misregulated miRNAs between the two forms of RTT. Thus, although both MECP2 and FOXG1 associate with the microprocessor complex, they seemingly affect maturation of different miRNAs.

miR200b/a/429 transcription is regulated by different factors in a tissue-specific manner. TP53 is a transcription factor necessary for miR200b/a/429 gene expression [42, 43], whereas ZEB1 and ZEB2 repress expression of the miR200b/a/429 gene. Ovarian tumours induce miR200 expression upon DNA damage involving another RNA helicase, namely DDX1 [44]. Control of expression and biogenesis of the miR200 is necessary as this family is implicated in diverse cellular processes, ranging from neurodegeneration, eye development, adipocyte differentiation, taste bud and tooth development to maintenance of stem cell identity (reviewed in [45]). The miR200 family has important regulative functions in cancer [46] and neural differentiation in humans [28], zebrafish [26], *Drosophila* [47] and neural PC12 cells [27], as well as in mice [24, 25]. Altogether, miR200 controls similar processes as FOXG1 in the developing cerebral cortex [5, 9, 22, 23]. Interestingly, *Foxg1* has been proposed as miR200 target in different model systems [26, 48, 49], and varying FOXG1 expression levels might thus be regulated through a miR200-dependent feedback loop. Such feedback loop might account for the transiently reduced FOXG1 expression in differentiating progenitors in the cerebral cortex and the reinitiation of its expression in differentiated projection neurons [6]. It is therefore tempting to speculate further that the biogenesis of miR200, influenced by FOXG1, is not restricted to the adult hippocampus but also takes place in the developing cerebral cortex. This notion is supported by our identification of FOXG1–DDX5 interaction in E13.5 embryonic cortical tissue (data not shown).

Another important finding of our study is that FOXG1 and miR200 target PRKAR2B in the CNS. PRKAR2B is the target of miR200b in platelets [50]. PRKAR2B is a regulative type 2 subunit of protein kinase A (PKA), which is expressed in different tissues but has the highest expression in the CNS [51]. PKA signalling is critically implicated in memory formation, and this function is evolutionary highly conserved (reviewed by [52]). For example, PKA regulates synaptic plasticity by phosphorylating AMPA receptor subunits [53], or the GluN2B subunit of NMDAR during emotional response to stress [54]. Interference with PKA signalling in the mouse hippocampus impairs long-term spatial memory formation and elicits long-term memory deficits in contextual fear conditioning [55]. In the latter, freezing behaviour reduces after interference with PKA signalling. *Foxg1*^*cre/+*^ mice show a similar behaviour of decreased contextual fear response [56]. Thus, increasing levels of the repressive PRKAR2B subunit after decreased expression of miR200 family members might interfere with effective PKA signalling in *Foxg1*^*cre/+*^ mice. Strikingly, MECP2-deficient mice show the same decreased freezing behaviour [57], and increased levels of PRKAR2B (data not shown and [58]). Published data from iPS-derived neurons show that *PRKAR2B* expression levels are altered in some FOXG1 syndrome patients (log_2_FC of *PRKAR2B* of 1.14 with a FDR of 8E-04 [59]). In all, impaired PKA signalling might be a common feature in tRTT and atRTT. Altered levels of PRKAR2B might also be responsible for other phenotypic alterations in Rett syndrome, such as altered motor behaviour [60], or impaired vision [61–64].

In summary, our data indicate that FOXG1 associates to the microprocessor complex with DDX5 and that it affects mature miR200 levels. We further suggest that FOXG1 and miR200 family are both part of a multilevel network that balances the expression of a regulative subunit of PKA, PRKAR2B. Thereby, FOXG1 and also MECP2 may affect a common PKA-dependent pathway to adjust neuronal function in the hippocampus.

## Electronic Supplementary Material

Fig. S1 miR200-family and *Prkar2b* levels are not altered in adult *Foxg1*^cre/+^ cerebral cortex and olfactory bulb. (a) qRT-PCR of *Prkar2b* in adult brain cortex and olfactory bulb (OB). Results show no changes in *Prkar2b* expression in Foxg1^cre/+^ animals compared to control. (b) qRT-PCR of mature miR200b/a/429 in adult brain cortex and (c) olfactory bulb. Results show no changes in mature miR200b/a/429 levels in either regions of Foxg1^cre/+^ brains compared to control. Mean with SEM, unpaired Student’s t test. *n* = 3. (PNG 301 kb)

Fig. S2 *Prkar2b knock down* (KD) or miR200 overexpression do not alter N2a cell proliferation. Analysis of proliferation by BrdU incorporation after *Prkar2b* KD for 72 h or miR200b/a/429 overexpression (miR200 OE) for 48 h. Percentage of BrdU positive nuclei is counted as: BrdU(+)/DAPI(+)*100. Values obtained for *Prkar2b* KD or miR200 OE cells were normalized to control values (pLKO1-non-target-puro and pCX-D2eGFP-miR200 sponge, respectively). Results show no changes in BrdU incorporation. Mean with SEM, one sample t-test. n = 3. The plasmid used for *Prkar2b* KD was pLKO1-shPrkar2b-puro-GFP (CCGGTTGGAACAAACATGGATATTG CTCGAGCAATATCCATGTTTGTTCCAA TTTTTG).(PNG 5488 kb)

ESM 1 (DOCX 52 kb)

ESM 2 (XLSX 172 kb)

# Supplementary material for: FOXG1 Regulates PRKAR2B Transcriptionally and Posttranscriptionally via miR200 in the Adult Hippocampus
**Source:** Mol Neurobiol. 2018 Dec 11;56(7):5188–201. doi: 10.1007/s12035-018-1444-7
**Supplement:** Supplementary file 3

**Supplementary Methods**

***Cell Culture and transfection***

Mouse neuroblastoma cell line, Neuro-2a (N2a) were cultured in Dulbecco’s modified Eagle’s medium (DMEM, ThermoScientific, Schwerte, Germany) supplemented with 10% fetal bovine serum (FBS, ThermoScientific), 1% non essential amino acids (NEAA, ThermoScientific), 1% L-glutamine, and 1% penicillin, streptomycin, and neomycin (PSN, ThermoScientific). Cells were maintained at 37°C, 95% relative humidity and 5% CO_2_. Cells were seeded either on coverslips, for PLA, or in 6 well plates and were transfected with Lipofectamine LTX adding a total amount of 2.5 ug plasmid according to manufactureres instructions (ThermoScientific). 10 cm dishes were transfected using calcium phosphate transfection method. For KD experiments, cells were selected with 2.4 ng/ml puromycin for 24 h.

***Plasmids***

pLenti-III-Empty-2A-GFP and pLenti-III-FOXG1-HA-2A-GFP (abmGood, Canada), pLenti-III-FOXG1-Au1-2A-GFP, pLenti-III-FOXG1-D2-Au1-2A-GFP (cloned by Dr. Gensch), pLKO-non-target-GFP, pLKO-shFoxg1-GFP and pLKO-shDdx5-GFP (Sigma). pmiRGlo-empty (Promega). pCX-miR200b/a/429/200c/141 and pCX-eGFP-miR200-sponge were generous gifted by Dr. Harold Cremer. pCX-miR200b/a/429 and pmiRGlo-miR200b/a/429 were subcloned from pCX-miR200b/a/429/200c/141 plasmid. pmiRGlo-Prkar2b-3’UTR-short*,* pmiRGlo-Prkar2b-3’UTR-inverted, pmiRGlo-Prkar2b-3’UTR-T7, pmiRGlo-5'-MCS-empty and pmirGlo-5’-MCS-Prkar2b-5’-region were cloned by GenScript USA Inc. pCMV-FOXG1-Au1 was subcloned from pLenti-III-FOXG1-Au1-2A-GFP .

***RNA isolation, reverse transcription, and quantitative real-time PCR (qRT-PCR)***

RNA was isolated from harvested cells and frozen tissue using miRNeasy kit (Qiagen) according to the manufacturer's instructions including on-column DNA digestion. 1 µg of total RNA was reverse transcribed either with RevertAid MMuLV (Fermentas, ThermoScientific) or with miScript® II RT kit (Qiagen) according to manufacturer’s protocol. mRNA samples were subjected to DNase I treatment just before cDNA synthesis with amplification grade DNase I (Sigma Aldrich) for 30 min at RT. qRT-PCR analysis for mRNA and pri-miRNA were performed on CFX-Connect Real-Time PCR detection system (Bio-Rad) using Go Taq qPCR Master Mix (Promega, Mannheim, Germany) or using Qiagen miScript SYBR® Green PCR Kit with Qiagen miScript® primer assay (miR200a/b/429 and U6) or Qiagen miScript® Precursor assay (pre-miR200a/b/429) according to manufacturer’s protocol. Primers were used at a concentration of 250 nM each. *Gapdh* or *U6* were used as reference genes. For mRNA and pri-miR200, PCR program was 3 minutes at 95°C, 40 cycles of 15 sec at 95°C and 30 sec at an annealing temperature (58°C-63°C), followed by 1 min at 95°C, 1 min at 55°C and melting curve cycle. For pre-miR200 and mature miR200, PCR program was 15 min at 95°C, 40 cycles of 15 sec at 94°C, 30 sec at 55°C and 30 sec at 70°C, followed by 1 min at 95°C, 1 min at 55°C and melting curve cycle. Primers used had an efficiency level between 85% and 110%. Primer sequences are listed in Supplementary Table S1. qRT-PCR results were analysed using the ΔΔCt method [1].

**Bioinformatics analysis of RNAseq and FOX transcription factor binding motifs**

For 6 week old *Foxg1*^cre/+^ mice hippocampal RNAseq and miRNA-200b/a/429 overexpressing N2a cells RNAseq, n = 3 and n = 2 were used respectively. Bioinformatics analysis was performed using the Freiburger Galaxy Server [2]. At first, the sequenced reads in FASTQ files were inspected using FastQC [3]. With no remarkable quality flaws from the FastQC reports, low quality bases from the 3' end were trimmed using TrimGalore [4]. For quality trimming, Phred score cut-off of 28 was used. Reads were aligned to mouse genome build mm10 using TopHat2 [5]. For Foxg1^cre/+^ samples, we set options --mate-inner-dist to 0, --mate-std-dev to 80 and --library-type to fr-firststrand; whereas default settings were used for the mir200-OE in N2a samples. For mapping both datasets --GTF option with a gene annotation model from ensemble release 79 [6] in gene transfer format were used. Later, htseq-count [7] was used to count the number of aligned reads per gene. For both datasets we set --mode to union and for *Foxg1*^cre/+^ datasets set --stranded to reverse. In the end, DESeq2 [8] was used for differential gene expression analysis. Adjusted *p* value of 0.05 or less as the significant threshold was chosen for differentially expressed genes.

Small RNA-Seq was performed on an Illumina HiSeq 2000 system. Small RNA libraries were prepared from 1 µg total RNA using the Illumina TruSeq Small RNA Sample Preparation kit. For processing of sequencing data a customized in-house software pipeline was used. Quality check and demultiplexing were performed using the CASAVA 1.8.2 software (Illumina). We trimmed the 3' adapters and filtered out the reads with the minimum length of 15 nucleotides using cutadapt. We first map the reads to the reference genome created from microRNA sequences. Remaining unmapped reads were then mapped to mouse genome. We used rna-STAR for all the mapping. We allowed no mismatches for the reads <25b, one mismatch for reads between 26b to 33b. We mapped all the reads in the non-splice-junction-aware mode. 

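DESeq2 fits a negative binomial model to raw counts, and RUVseq estimates factors of unwanted variation that are added to such a model. The supplement names neither the variant of RUVseq nor the number of factors. With DESeq2's Wald test alone, 4 miRNAs were higher and 8 were lower in *Foxg1* cre/+ hippocampus at an adjusted p under 0.05. These 12 hold the 7 that passed in edgeR, and also miR-1298-5p, miR-187-3p, miR-34a-5p, miR-193b-3p and miR-195a-5p. At least a 1.5-fold change was met by 10 of them. With 1 factor from the residuals of a first fit (RUVr, written anew since the package was not at hand) in the DESeq2 model, 13 miRNAs were higher and 14 lower, and 12 of these changed by at least 1.5-fold. The added miRNAs included miR-1298-3p, and also miR-135b-5p, miR-497a-5p and miR-652-3p, which were named after their values were seen. In edgeR, 1 such factor gave 20 miRNAs and 2 factors gave 65, and each of these fits kept all 7 that passed without a factor. The first fit held genotype, and the factors correlated with genotype at 0.00763 at most. They could therefore shift fold changes little, and keeping the 7 is no separate support for them. With 1 factor in edgeR, 36 of 100 drawn splits of the libraries gave at least 20 calls, so chance is not excluded for that count.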

For comparison of miRNA expression between samples, a differential expression analysis was performed using R, DESeq2 and RUVseq package. miRNAs were considered to be differentially expressed with an adjusted p-value below 0.05.

To identify putative binding sites of forkhead box binding sites, we downloaded all mouse FOX transcription factor binding profiles from JASPAR database [9]. We subsequently used the tool FIMO [10] with default settings to search for the FOX motifs on 1000 bp upstream of the mir200b/a/429 gene cluster.

GO term and KEGG pathway analyses were performed with DAVID [11, 12]. The 34 overlapping genes from miR200-overexpression and *Foxg1^cre/+^* RNA-Seq were used for GO term analyses for biological processes and cellular compartments using the ''official gene names’’ and "mus musculus" as species. To identify miR200 targets among the 34 targets, the following miRNA target prediction tools were used: Targetscan v6.2 [13], miRanda [14], miRDB [15], MicroCosm v5 [16] .

***Luciferase Assay***

N2a cells were transfected with pmiRGlo-miR200b/a/429 for DROSHA activity assay or with pmiRGlo-Prkar2b-3’UTR-short*,* pmiRGlo-Prkar2b-3’UTR-Invert or pmiRGlo-Prkar2b-3’UTR-T_7_ for miR200 target validation experiment. For FOXG1 activity on *Prkar2b* promoter we used the plasmids pmirGlo-5’-MCS-empty
 and pmirGlo-5’-MCS-Prkar2b-5’-region. Cells were harvested 48 h after transfection with 1X Passive Lysis Buffer (Promega). The luciferase assay was performed with the Dual Luciferase System Kit (Promega) according to manufacturer’s instructions. Shortly, 5 µl cell lysate was first incubated with LARII as substrate for firefly luciferase followed by Stop&Glo to inhibit firefly luciferase activity and as a substrate for the renilla luciferase. Luminescence intensity was measured with a 2 s delay for 10 s, with the Glomax96 luminometer. Firefly luciferase activity was normalized to renilla luciferase activity to calculate relative luciferase activity of each condition.

***SILAC and mass spectrometry***

For HA-co-IP, one 6-well plate with 250000 cells per well were transfected either with pLenti3-Foxg1-HA-T2A-eGFP (abmGood, Canada) or pLenti3-Foxg1-Au1-T2A-eGFP. Cells were lysed in co-IP buffer (100 mM NaCl, 20 mM Tris, 1 mM EDTA, 0.5% NP40-alternative, pH7.4) supplemented with protease inhibitor (cOmplete Protease Inhibitor Cocktail, Roche-Diagnostics, Mannheim, Germany). Protein amounts of both conditions were estimated by Bradford reagent (BioRad, Munich, Germany). 1.4 mg of each condition was precleared for 1~h with sepharose beads (Protein A Sepharose Cl-4B, GE Healthcare), before HA-co-IP was performed with 70 µl of HA-coupled sepharose beads (#3956, Cell-Signaling, Frankfurt a. M., Germany) over night. Antigen-coupled beads were washed 3 times in co-IP buffer. After the last washing, HA-IP and MOCK-IP were pooled and resuspended in 60 µl 1x Laemmli buffer.

Samples for mass spectroscopy were prepared with 1 mM DTT for 5 min at 95⁰C and alkylated using 5.5 mM iodacetamide for 30 min at 25⁰C. Protein mixtures were separated by SDS-PAGE (4-12% Bis-Tris mini gradient gel) and gel lanes were cut into 10 equal slices. Gel fractions were in-gel digested using trypsin (Promega, Mannheim, Germany) [17]. Digests were performed overnight at 37°C in 0.05 M NH4HCO3 (pH 8). About 0.1 µg of protease was used for each gel band. Peptides were extracted from the gel slices with ethanol and resulting peptide mixtures were processed on STAGE tips as described [18].

Samples analyzed by MS were measured on LTQ Orbitrap XL mass spectrometer (ThermoFisherScientific, Bremen, Germany) coupled to an Agilent 1200 nanoflow-HPLC (Agilent Technologies GmbH, Waldbronn, Germany). HPLC-column tips (fused silica) with 75 µm inner diameter were self-packed with Reprosil-Pur 120 ODS-3 to a length of 20 cm. No pre-column was used. Peptides were injected at a flow of 500 nl/min in 92% buffer A (0.5% acetic acid in HPLC gradient grade water) and 2% buffer B (0.5% acetic acid in 80% acetonitrile, 20% water). Separation was achieved by a linear gradient from 10% to 30% of buffer B at a flow rate of 250 nl/min. The mass spectrometer was operated in the data-dependent mode and switched automatically between MS (max. of 1 x10 ions) and MS/MS. Each MS scan was followed by a maximum of five MS/MS scans in the linear ion trap using normalized collision energy of 35% and a target value of 5,000. Parent ions with a charge states of z = 1 and unassigned charge states were excluded from fragmentation. The mass range for MS was m/z = 370 to 2,000. The resolution was set to 60,000. MS parameters were as follows: spray voltage 2.3 kV; no sheath and auxiliary gas flow; ion transfer tube temperature 125°C. Software Xcalibur (Thermo Scientific) and Mascot Daemon version 2.4.0 (Matrix Science, London, UK) were used for data acquisition and processing.

The MS raw data files were uploaded into the MaxQuant software version 1.4.1.2 [19], which performs peak and SILAC-pair detection, generates peak lists of mass error corrected peptides and data base searches. A full-length mouse database containing common contaminants, such as keratins and enzymes used for in-gel digestion, was employed, carbamidomethylcysteine was set as fixed modification and methionine oxidation and protein amino-terminal acetylation were set as variable modifications. Double SILAC was chosen as quantification mode. Three miss cleavages were allowed, enzyme specificity was trypsin/P+DP, and the MS/MS tolerance was set to 0.5 Da. The average mass precision of identified peptides was in general less than 1 ppm after recalibration. Peptide lists were further used by MaxQuant to identify and relatively quantify proteins using the following parameters: peptide, and protein false discovery rates (FDR) were set to 0.01, maximum peptide posterior error probability (PEP) was set to 0.1, minimum peptide length was set to 6, minimum number peptides for identification and quantitation of proteins was set to two, of which one must be unique, and identified proteins have been re-quantified. The “match-between-run” option (2 min) was used.

***Immunoprecipitation***

Tissue or N2a cells were lysed in co-IP buffer (100 mM NaCl, 20 mM Tris, 1 mM EDTA, 0.5% NP40-alternative, pH 7.4) supplemented with protease inhibitor (Roche) and lysed by incubation for 30 min on ice, triturating every 10 min 20 times. After centrifugation (10 min, 13000 rpm) the supernatant was collected. Protein concentrations were determined with Bradford reagent (Bio-Rad). 5% input was saved and equal amounts of protein were used for MOCK and all co-IPs. Protein G Dynabeads (10004D, ThermoScientific) were coupled for 1 h at room temperature and 1 h at 4°C with Co-IP antibodies or control IgG antibody (rabbit IgG kch-504-250, Diagenode, Seraing, Belgium). Cell lysates were blocked with Protein G Dynabeads for 1 h at 4°C, subsequently transferred to antibody-coupled bead and incubated while rotating over night at 4°C. Antigen-coupled beads were washed 3 times with co-IP buffer before they were resuspended in 30 µl 1x laemmli buffer. 5% input and the complete Co-IP sample were used for immunoblotting.

***Immunoblotting***

Protein samples for WB were prepared as described for the co-IP samples. Protein or co-IP samples were loaded either on 8% or 10% SDS-polyacrylamide gels and run at 120V for 1.5 h. Proteins were transferred to PVDF membranes (Trans-blot Turbo Transfer Pack) using the Trans-blot Turbo Transfer System (Bio-Rad) following the manufacturer’s instructions. Membranes were blocked with 5% BSA in TBS-T (blocking buffer) for 1 h and incubated overnight with primary antibodies (diluted in blocking buffer). Membranes were washed, incubated with secondary antibodies for 1 h and detected using Femto substrates (Thermo Scientific) and LAS ImageQuant System (GE Healthcare, Little Chalfont, UK).

***Cell fractionation***

For protein and co-IP, cytoplasm, nucleoplasm and chromatin were fractionated according to the protocol reported in [20].

***Proximity ligation assay (PLA)***

N2a cells were fixed in 4% PFA. Cells were permeabilized for 15 min with 0.1% Triton-X100, before incubation with the Duolink blocking solution for 1 h. Cells were incubated with primary antibodies diluted in Duolink antibody diluent solution over night at 4°C. After washing the cells, they were first incubated with PLA-RED Probes for 1h at 37°C, then with ligation solution for 30 min at 37°C and finally amplification solution was added for 100 min at 37°C. For the following immunocytochemistry, cells were blocked again with Duolink blocking solution/0.1% Triton-X100 for 1 h before they were incubated with the primary Lamin B1 antibody in the blocking solution over night at 4°C. Following washing with PBS, cells were incubated with the donkey-anti-rabbit-488 (1:500, 711-545-152, Dianova) for 1 h at room temperature. Before mounting coverslips with fluorescent mounting medium (#S3023, DAKO, Jena, Germany), nuclei were stained with DAPI.

***RNA immunoprecipitation (RIP)***

N2a cells were cultured in 10 cm dishes (one 10 cm dish was used per RIP) and after 48 h of transfection, cells were collected and lysed using 750 µl RIPA buffer (150 mM NaCl, 1% NP-40, 0.5% Sodium deoxycholate, 0.1% SDS, 50 mM Tris-HCl (pH 7.4), 1 mM EDTA). 250 µl lysate were used for FOXG1-Au1 or DDX5 RIP and 250 µl lysate for IgG RIP. The remaining lysate was saved as input. 7 µl of anti-Au1, anti-DDX5 or an appropriate IgG antibody was incubated with Protein G Dynabeads in RIPA for 2 hr at RT. The cell lysates were incubated with the antibody coupled beads overnight at 4°C. After incubation, the beads were washed four times in high salt RIPA buffer (1 M NaCl, 1% NP-40, 0.5% Sodium deoxycholate, 0.1% SDS, 50 mM Tris-HCl (pH 7.4), 1 mM EDTA), followed by a final wash in 1 ml PBS. 100 µl of beads were collected for protein analysis by immunoblot and 900 µl of beads were used for RNA extraction using Qiagen miRNeasy kit according to the manufacturer’s protocol.

## *miRNA analysis by Northern hybridization*

The separation of RNA samples enriched for small RNAs via denaturing polyacrylamide gel electrophoresis and their analysis by Northern hybridization was performed as described [21] with the following variations. 4-5 µg of small RNA per lane were separated on polyacrylamide (PAA)-urea minigels (15% PAA, 0.5 g/ml urea, 1x Tris-Borate-EDTA (TBE) buffer), electroblotted and cross-linked onto positivated Porablot NY plus nylon membrane (Macherey-Nagel GmbH & Co. KG). The RNA sizes were estimated using the microRNA Marker (NEB). For the hybridization of the U6 snRNA, membranes were prehybridized for 60 min at 62°C, for the detection of miRNAs and the marker at 45°C with hybridization buffer (50% deionized formamide, 7% SDS, 250 mM sodium chloride, 120 mM sodium phosphate, pH 7.2) under continuous rotation. Probes (for the detection of miR429, mir200a, miR200b and U6 snRNA) were generated by *in vitro* transcription using *mir*Vana^TM^ miRNA probe construction kit (Thermo Fischer Scientific), while the microRNA marker was detected by hybridization with probe (5´-AAATCTCAACCAGCCACTGCT-3´-Biotin) supplied by NEB. The probes against microRNA marker were 5’-end-labeled using 50 µCi [γ32P] ATP (3.000 Ci/mmol, Hartmann Analytic) and 20 U of T4 polynucleotide kinase (Thermo Fisher Scientific) for 30 min at 37°C. Membranes were hybridized at 62°C (U6 snRNA) or 45°C (all other probes) over night and washed at 57°C (U6 snRNA) or 40°C (other probes) with washing solutions I (2x SSC and 1% SDS), II (1x SSC and 0.5% SDS) and III (0.1x SSC and 0.1% SDS) for 10 min each. The signals were detected with a storage phosphor screen (Kodak) and a **GE Typhoon FLA 9500 imaging system**.

***Mouse hippocampus dissection, culture of neurons and viral transduction***

NMRI (Charles River) hippocampi of P0 embryos were dissected and collected in 5 ml Hanks’ Balanced Salt (HBSS, Fisher Scientific, Schwerte, Germany) and dissociated in 0.25% Trypsin/EDTA (Fisher Scientific) at 37 °C for 10 min. Dissociation was stopped by adding NB-complete medium and 10% fetal bovine serum (FBS, Fisher Scientific). Cells were collected by centrifugation and cultured in NB-complete medium (Neurobasal medium (Fisher Scientific) supplemented with B27 (Fisher Scientific), L-glutamine (0.5 mM, Fisher Scientific), penicillin-streptomycin-neomycin (PSN, Fisher Scientific), apo-transferrin (5 µg/ml, Sigma, München, Germany), superoxid-dismutase (0.8 µg/ml, Sigma) and glutathione (1 µg/ml, Sigma)). Cells were always seeded on poly-ornithine (0.1 mg/ml, Sigma) and laminin (1 µg/ml, Sigma) wells of 24 well plates.

Lentiviral particles using pLKO1-shDdx5-puro, pLKO1-shFoxg1-puro-GFP or pLKO1-non-target-puro (Sigma) were prepared according to the protocol described previously [22, 23]. On day *in vitro* (DIV) 2 cells were transfected with lentiviral particles. At DIV5, transduced cells were selected with 0.3 µg/ml puromycin and cell proliferation was inhibited by addition of 2 µM AraC, while performing a half medium change. Medium was changed again at DIV9 including 2 µM AraC. Cells were harvested at DIV11 in Qiazol reagent and used for RNA extraction.

***BrdU (Bromodeoxyuridine) incorporation and immunofluorescence***

For proliferation assays, N2A cells were transfected with the plasmids indicated in the figures and a 1 h BrdU pulse (Roche BrdU Kit) was given before fixation. Cells were fixed with 4% PFA for 20 min at room temperature. For the BrdU antigen retrieval, fixed cells were treated with 1N HCl during 30 min followed by two washes with Boratbuffer (150 mM H3BO3, pH 8,4) of 10 min each for neutralization. Cells were then permeabilised and blocked in 10% horse serum / 0.1% Triton-X100/PBS for 1 hour and incubation with anti-BrdU antibody (1:200, sheep, ab1893, abcam) was perfomed over night at 4°C in blocking solution. Cells were washed 3 times in PBS and then incubated with fluorophore-coupled secondary antibodies in blocking solution at room temperature. After 3 washes with PBS, cells were incubated for 1 min in DAPI solution and washed 3 more times in PBS. Coverslips were mounted on glass slides with fluorescent mounting medium (#S3023, DAKO, Jena, Germany). Images were obtained using an Axioplan M2 fluorescent microscope (Zeiss) and processed with FIJI (ImageJ, v. 2.0.0-rc-43/1.51d)[24][23][22][21][20][18][17] and , Inkscape (v. 0.91).

**References**

1. Livak KJ, Schmittgen TD (2001) Analysis of Relative Gene Expression Data Using Real-Time Quantitative PCR and the 2−ΔΔCT Method. Methods 25:402–408. https://doi.org/10.1006/meth.2001.1262

2. Grüning BA, Fallmann J, Yusuf D, et al (2017) The RNA workbench: best practices for RNA and high-throughput sequencing bioinformatics in Galaxy. Nucleic Acids Res 45:W560–W566. https://doi.org/10.1093/nar/gkx409

3. Andrews S FastQC A Quality Control tool for High Throughput Sequence Data

4. Krueger F A wrapper tool around Cutadapt and FastQC to consistently apply quality and adapter trimming to FastQ files, with some extra functionality for MspI-digested RRBS-type (Reduced Representation Bisufite-Seq) libraries.

5. Kim D, Pertea G, Trapnell C, et al (2013) TopHat2: accurate alignment of transcriptomes in the presence of insertions, deletions and gene fusions. Genome Biol 14:R36. https://doi.org/10.1186/gb-2013-14-4-r36

6. Yates A, Akanni W, Amode MR, et al (2015) Ensembl 2016. Nucleic Acids Res 44:D710. https://doi.org/10.1093/nar/gkv1157

7. Anders S, Pyl PT, Huber W (2014) HTSeq—a Python framework to work with high-throughput sequencing data. Bioinformatics 31:166. https://doi.org/10.1093/bioinformatics/btu638

8. Love MI, Huber W, Anders S (2014) Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol 15:550. https://doi.org/10.1186/s13059-014-0550-8

9. Mathelier A, Fornes O, Arenillas DJ, et al (2016) JASPAR 2016: a major expansion and update of the open-access database of transcription factor binding profiles. Nucleic Acids Res 44:D110–D115. https://doi.org/10.1093/nar/gkv1176

10. Grant CE, Bailey TL, Noble WS (2011) FIMO: scanning for occurrences of a given motif. Bioinformatics 27:1017–1018. https://doi.org/10.1093/bioinformatics/btr064

11. Huang DW, Sherman BT, Lempicki RA (2009) Bioinformatics enrichment tools: paths toward the comprehensive functional analysis of large gene lists. Nucleic Acids Res 37:1–13. https://doi.org/10.1093/nar/gkn923

12. Huang DW, Sherman BT, Lempicki RA (2009) Systematic and integrative analysis of large gene lists using DAVID bioinformatics resources. Nat Protoc 4:44–57. https://doi.org/10.1038/nprot.2008.211

13. Lewis BP, Shih I -hun., Jones-Rhoades MW, et al (2003) Prediction of Mammalian MicroRNA Targets. Cell 115:787–798. https://doi.org/10.1016/S0092-8674(03)01018-3

14. Betel D, Wilson M, Gabow A, et al (2008) The microRNA.org resource: targets and expression. Nucleic Acids Res 36:D149–D153. https://doi.org/10.1093/nar/gkm995

15. Wong N, Wang X (2015) miRDB: an online resource for microRNA target prediction and functional annotations. Nucleic Acids Res 43:D146–D152. https://doi.org/10.1093/nar/gku1104

16. Griffiths-Jones S, Saini HK, van Dongen S, Enright AJ (2008) miRBase: tools for microRNA genomics. Nucleic Acids Res 36:D154–D158. https://doi.org/10.1093/nar/gkm952

17. Shevchenko A, Tomas H, Havli J, et al (2007) In-gel digestion for mass spectrometric characterization of proteins and proteomes. Nat Protoc 1:2856–2860. https://doi.org/10.1038/nprot.2006.468

18. Rappsilber J, Mann M, Ishihama Y (2007) Protocol for micro-purification, enrichment, pre-fractionation and storage of peptides for proteomics using StageTips. Nat Protoc 2:1896–1906. https://doi.org/10.1038/nprot.2007.261

19. Cox J, Mann M (2008) MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. Nat Biotechnol 26:1367–1372. https://doi.org/10.1038/nbt.1511

20. Vance KW, Sansom SN, Lee S, et al (2014) The long non‐coding RNA Paupar regulates the expression of both local and distal genes. EMBO J e201386225. https://doi.org/10.1002/embj.201386225

21. Behler J, Sharma K, Wilde A, et al (2018) The host-encoded RNase E endonuclease as the maturation enzyme of a CRISPR-Cas subtype III-B system. Nature Microbiol in press

22. Hellbach N, Weise SC, Vezzali R, et al (2014) Neural deletion of Tgfbr2 impairs angiogenesis through an altered secretome. Hum Mol Genet 23:6177–6190. https://doi.org/10.1093/hmg/ddu338

23. Vezzali R, Weise SC, Hellbach N, et al (2016) The FOXG1/FOXO/SMAD network balances proliferation and differentiation of cortical progenitors and activates Kcnh3 expression in mature neurons. Oncotarget 5:

24. Schindelin J, Arganda-Carreras I, Frise E, et al (2012) Fiji: an open-source platform for biological-image analysis. Nat Methods 9:676–682. https://doi.org/10.1038/nmeth.2019

**Supplementary Table S1: qRT-PCR Primers**

| Ddx5_forq | TCCAGAGGGCTAGATGTGGAA |
| --- | --- |
| Ddx5_revq | TGCCTGTTTTGGTACTGCGA |
| Enc1_forq | TACTGCATTCGTCAGCACCT |
| Enc1_revq | ATGACATCTCATCTCGCCGT |
| Foxg1_forq | AATGACTTCGCAGACCAGCA |
| Foxg1_revq | CCGGACAGTCCTGTCGTAAA |
| Gapdh_forq | CGGCCGCATCTTCTTGTG |
| Gapdh_revq | TGACCAGGCGCCCAATAC |
| Homer3_forq | CAGTCGAGCCAACACTGTCT |
| Homer3_revq | AGATTTCTCTCGAGCCAGCC |
| Itpka_forq | ATCTGCTGAGCGACAGTGAG |
| Itpka_revq | GCAGATTGACCATGGTACGG |
| Nrp2_forq | GACGATCGGGAGAGATTTCCA |
| Nrp2_revq | AATCCTCACCTGCAAAAGCTG |
| Olfml2b_forq | GCTGACAGCCGAGATTTGAAG |
| Olfml2b_revq | GTGGTAACCGAATGCAGCTT |
| pri-miR200a_forq | CGGACAGTGCTGGATTTCTT |
| pri-miR200a_revq | CAGGAGGACAAGTGTGTATCATC |
| pri-miR200b_forq | TGATCTCTAATACTGCCTGGTAATG |
| pri-miR200b_revq | CCATAGCCCTACCTTGGATAAG |
| pri-miR429_forq | CCTTCCCTCTACAGGTATCAAATC |
| pri-miR429_revq | GACGGCATTACCAGACAGTATTA |
| Prkar2b_forq | GCAAGAGGCTTGCAAAGACA |
| Prkar2b_revq | CGTGTTCCCCTTCTTTGACC |
| Serpinf1_forq | ACGGCTTGGACTCTGATCTC |
| Serpinf1_revq | TCAAGTTCTGGGTCACGGTC |
| Sqle_forq | TCACCATGGCCGATTCATCA |
| Sqle_revq | CCTTGTATTGCACGCCGATT |
| Stc2_forq | TTTCTGCACAACGCTGGAAA |
| Stc2_revq | CCAAATTTATGACGCAGGGCA |
| Tmem108_forq | GCATGCAGAAGTAAGCGTGT |
| Tmem108_revq | CCTGCTGGTCCTCCAGTTTA |
| Ybx3_forq | TACAGACGCGGCTACTATGG |
| Ybx3_revq | GGGCTCAAATCCTTCACTGC |
| Zdhhc15_forq | GAAGCAGATGCTTGTGGACAT |
| Zdhhc15_revq | TTGATTAGATGGCACCGGTCA |
| Zeb1_forq | CTGCTCCCTGTGCAGTTACA |
| Zeb1_revq | CTTGAACTTGCGGTTTCCCC |
| Zfp462_forq | GGCCACGGATTGTCAGTCTCC |
| Zfp462_revq | GGGGCTCCGAGTAAGAGGAGT |

How the deposited data were processed for this re-analysis (not part of the article)

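Small RNA sequencing of mouse hippocampus at 6 weeks of age was analysed in 18 libraries, 9 of *Foxg1* cre/+ and 9 of WT mice, grouped by the genotype and replicate number in the sample labels. The authors' deposited values are raw counts of reads per mature miRNA, with no normalization. To make these counts, the authors trimmed adapters and removed short reads with cutadapt and mapped the rest with STAR to miRNA sequences and then to the mouse genome. HTSeq and the mm10 build are named in the submitters' processing notes. Versions of cutadapt, STAR and HTSeq and the release of the miRNA annotation are not given in the sources used here. Each of the 18 tables lists the same 1900 miRNAs, 12 of them for several miRNAs of identical sequence, and holds no total or other entry that names no miRNA.

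From the deposited counts, fold changes were computed with edgeR 4.0.16 in R 4.3.3, with TMM factors, filterByExpr as the low-count filter, and the quasi-likelihood test with genotype as the only term. Of the 1900 miRNAs, 464 were tested, with Benjamini-Hochberg adjustment and a threshold of 0.05. Standard errors are the log2 fold change divided by the square root of the F statistic. Exact permutation tests compared mean log2 CPM with a prior count of 2 over all splits of 9 libraries against 9, and correlations within a genotype used all 362880 pairings of 9 libraries. Ratios of arms had 0.5 added to both counts and needed a mean of at least 5 counts per arm. Sets of miRNAs were tested with camera in limma 3.58.1 with the correlation between miRNAs preset at 0.01, with the correlation estimated, and with fry, which asks only whether a set moves in a direction. At the p-values of camera with an estimated correlation, the calls of the miR-200b/a/429, Htr2c and other altered miRNAs held. DESeq2 1.42.0, limma-voom, other normalizations and filters, RUVr factors, the replicate number as a block, and leaving out each library in turn were alternatives. Coordinates are those of GRCm38, the assembly also called mm10. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the exact tests.

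The miRNAs named in the text were chosen by rule before the data were examined, although the values in the paper's figures had been seen. The rule takes every mature miRNA that the paper names as altered and miR-134, miR-383, miR-382 and miR-182, the 10 tested miRNAs of smallest p in each direction that pass the threshold, and the members of fixed lists that pass it, with up to 4 further members of highest mean CPM per list. It gave 76 miRNAs, of which 65 could be tested per library. The fixed lists were the miR-200b/a/429 cluster, the miR-200c/141 cluster, the Htr2c-hosted miRNAs, the other miRNAs the paper lists as altered, the MECP2-suppressed miRNAs the paper names, markers of choroid plexus and ependyma, neurons, oligodendrocytes, microglia and leukocytes, erythrocytes and vessels, the sensory cluster of miR-183, miR-96 and miR-182, Hox-cluster miRNAs, the cluster of miR-132 and miR-212, the miR-9 family, the let-7 family, miR-17 and related clusters, and the Dlk1-Dio3 cluster.

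The tests were checked on simulated counts drawn for the 464 miRNAs from the means and library sizes of these libraries, in 5 runs each. With 20 miRNAs changed and no trend shared by libraries, edgeR recovered 34.3% of 1.5-fold, 68.6% of 2-fold and 96.7% of 4-fold changes, and 2.99% of its calls were false. With an added trend shared by libraries of both genotypes, it recovered 0% of 1.5-fold, 20% of 2-fold and 66.7% of 4-fold changes. With the added trend, DESeq2 recovered 40% of 2-fold and 90% of 4-fold changes, and edgeR with 1 RUVr factor 80% and 90%. Of DESeq2's calls, 23.3% were false without the added trend and 4.26% with it. The dispersions came from a fit with genotype as the only term, so they already held any such trend of the data. The size of the added trend was not matched to the data, so recovery with it can be too low for these libraries. With 200 changed and no shared trend, edgeR without a factor recovered 51.3%, 84.5% and 98.2%. Changes of 2-fold and of 4-fold can therefore be missed by edgeR at this number of libraries. The shallowest library held 318577 counts, at which a miRNA of 1 CPM is expected at less than 1 count. Limits from counts of 0 cover counting error only, since the reads carry no molecular identifiers, and bootstrap intervals were drawn over libraries.

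The small nucleolar RNA AF357341 is not among the 1900 names and is not analysed here. The paper's RNA-seq of mRNA, its proteomics and its cell line experiments are not analysed here.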

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

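In this part, the test with the first principal component as a covariate, its correlation between same-numbered libraries, its Pearson correlation with depth and the interval of rho, and the levels of the choroid plexus markers as a reason to leave that explanation open were chosen only after the result was seen. Among 48 groups of 9 libraries, 8 held a library whose gap to the nearest of the others, divided by the range of the group, was above the 95% critical value of Dixon's test, where chance gives about 1 in 20 groups. Gap and range were taken on log2 CPM with a prior count of 2 for miRNAs, and on the count itself for library totals, so that the ratios do not follow from the CPM printed beside them. *Foxg1* cre/+ replicate 1 accounts for 5 of these. Its total count of 318577 lies below the 1836787 to 3230670 of the other *Foxg1* cre/+ libraries (gap 0.521 of the range). In the same library, miR-34a-5p was at 11.3 CPM against 38.6 to 49.7 CPM in the other *Foxg1* cre/+ libraries (0.826), miR-187-3p at 125 against 212.2 to 289 CPM (0.633), miR-1264-5p at 0 against 3.67 to 6.50 CPM (0.782, where 3 counts in this library equal 9.42 CPM, so that this 0 lies within counting error) and miR-382-5p at 377 against 123 to 197 CPM (0.582). In WT replicate 1, miR-187-3p was at 245 CPM against 321 to 391 CPM in the other WT libraries (0.576). miR-1264-5p in WT replicate 7 was at 0.451 CPM against 2.04 to 3.67 CPM (0.646), and miR-382-5p in WT replicate 6 at 253 CPM against 131 to 170 CPM (0.604).

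The libraries of both genotypes share a trend, since the first principal component of their deviations from the genotype means holds 58.3% of the variance. Its loadings did not follow the GC content of the hairpins, with a Spearman correlation of -0.0443 across 372 miRNAs, which are not independent replicates. Library depth stays open, since the shallowest library of each genotype had its lowest score and the total count correlated with the component at r = 0.775 in *Foxg1* cre/+ (exact permutation test, p = 0.0216, and 0.327 without the 2 libraries farthest from the median, on which it rests) and 0.436 in WT libraries (exact permutation test, p = 0.241, and -0.429), with rho = 0.333 (exact permutation test, p = 0.385) and rho = -0.100 (exact permutation test, p = 0.810, 95% bootstrap interval -0.825 to 0.709). As a covariate in edgeR, the first principal component of the miRNAs that did not pass left 7 of the 7 past the threshold, with a median ratio of the log2 fold changes of 0.969. That component correlated with genotype at -0.146, so the genotypes differed little along it. It could therefore shift the fold changes little, and this fit adds no support of its own for those calls. Libraries of the same replicate number lay close to each other along it, with r = 0.942 between the genotypes over 9 numbers (exact permutation test, p = 0.000149), rho = 0.917 (exact permutation test, p = 0.00131) and r = 0.850 without the 2 farthest. What a number marks is not given in the sources used here, so a batch or order of handling, dissection and RNA quality also stay open as explanations of the trend.

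miR-3552, which the paper does not report, had a log2 fold change of 1.28 in *Foxg1* cre/+ hippocampus, a signal beside the *Htr2c* miRNAs that the paper does report. For the rise of the *Htr2c* miRNAs, more choroid plexus on the *Foxg1* cre/+ hippocampi is an explanation that cannot be told apart from a change of *Htr2c* transcription within the hippocampus. The median log2 fold change of miR-204-5p and miR-211-5p, which are abundant in choroid plexus, was -0.0452, and the 95% bootstrap interval of their mean difference ran from -0.26 to 0.16, below the median of 1.13 of the *Htr2c* list. These values meet the bound set beforehand against choroid plexus, but that bound was wrong for these markers, since miR-204-5p at a mean of 6191 CPM could hide a small share and miR-211-5p at 3.63 CPM lies under the 9.42 CPM that 3 counts make in the shallowest library. The correlation of summed CPM of both lists was 0.764 in *Foxg1* cre/+ and 0.388 in WT libraries, where this explanation needs it in both. The genotype itself, acting on *Htr2c* transcription or on the maturation of its miRNAs, stays open, as untested here.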

How the results depend on the processing

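In this part, the fits that leave out both libraries numbered 1, thin the counts or use a covariate, and the *Htr2c* list with miR-3552, were chosen only after the result was seen. Against 7 miRNAs past the threshold (7 at 1.5-fold, 6 at 2-fold), size factors of DESeq2 in edgeR, upper quartile, library totals, a robust prior, no low-count filter and a mean of at least 10 CPM gave 6 to 8. DESeq2 gave 12, limma-voom 2 (2 and 1), 1 RUVr factor 20 (14 at 1.5-fold), 2 RUVr factors 65 (21), 1 RUVr factor in DESeq2 27 (12), the first principal component as a covariate 15, and leaving out a library 1 to 8 (1 to 7 and 1 to 6). Without both libraries numbered 1, 3 passed at 1.5-fold and 3 at 2-fold. Thinned to the shallowest library, 0 of 297 passed in edgeR, with 20 at an unadjusted p under 0.05 and fewer counts behind each miRNA, so depth limits these calls. The replicate number as a block gave 14 (12 at 1.5-fold), all 7 among them and also miR-1298-5p, miR-1298-3p and miR-187-3p. Deviations of same-numbered libraries correlated over 0.1 in 8 of 9 pairs (median 0.569), with the pair numbered 5 at -0.0351. A pairing was to be taken only with every pair over 0.1, so the numbers were not taken to pair the libraries. The main tests therefore leave out whatever a number may mark. As a hint from the data that a number marks something shared, 8 of 18 libraries correlated best with their own number, where chance gives 2. miR-448-3p passed in 18 of 18 fits without a library, miR-3552 in 15 and miR-429-3p in 6. Camera called 3 lists, 5 with DESeq2, no filter, 1 RUVr factor in DESeq2 or both numbered 1 left out, 6 without the member of highest CPM, and 3 to 6 without a library. The log2 fold change of miR-382-5p turned to -0.0904 without both numbered 1 (-0.0820 to 0.20 without a library), that of miR-182-5p to -0.13 with limma-voom, -0.0903 with the block and -0.0737 without both numbered 1 (-0.14 to 0.20). Set tests that turned direction stayed above 0.05 in adjusted p, with oligodendrocytes at 0.957 and microglia at 0.963 with at least 10 CPM, microglia at 0.967 with 1 RUVr factor in DESeq2 and 0.885 thinned, erythrocytes at 0.812 and miR-9 at 0.812 without the highest member, Hox at 0.976 with limma-voom, 0.909 with the block and 0.159 without the highest member, and let-7 at 0.831 thinned. Without a library they ranged from 0.577 to 0.991 for erythrocytes, 0.688 to 0.991 for Hox and 0.0321 to 0.994 for let-7, which passed without *Foxg1* cre/+ replicate 1. With summed CPM, the *Htr2c* list followed choroid plexus in *Foxg1* cre/+ libraries (0.764, adjusted p = 0.0334) with 0.388 in WT (adjusted p = 0.296), and miR-200b/a/429 followed the sensory cluster in WT (0.937, adjusted p = 8.82e-05) with 0.258 in *Foxg1* cre/+ libraries (adjusted p = 0.795). Correlations of miR-200b/a/429 turned to -0.177 (*Foxg1* cre/+) and -0.445 (WT) for choroid plexus, 0.442 for oligodendrocytes (*Foxg1* cre/+), -0.100 for microglia (*Foxg1* cre/+) and 0.645 for erythrocytes (WT). In these values the cause was not tested. For a group of single miRNAs named in the text and the set tests of lists that camera did not call, all alternatives were tallied. Of these, 1058 kept direction and side of the threshold, 53 came to pass, 64 no longer passed and 27 turned. Arms, correlations, counts of miRNAs and the 3 called lists are not in this tally.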

Differences from the paper's values

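No test in this part was chosen after the result was seen, except where said. At the paper's thresholds of an adjusted p of 0.05 and 1.5-fold, the paper gives 11 small RNAs and edgeR gave 7 miRNAs. Of the alternatives set before the data were examined, DESeq2 (10), 1 RUVr factor in edgeR (14), 1 RUVr factor in DESeq2 (12) and the replicate number as a block (12) fall within 1.5 times the paper's 11. The other normalizations (6 or 7), the robust prior (7), the other filters (6), limma-voom (2) and 2 RUVr factors (21) do not, and neither does leaving out a single library (1 to 7). Beside 10 miRNAs, Fig. 1b labels AF357341, which is not analysed here; the paper's text does not name it. Against the paper's 10 miRNAs, the 7 of edgeR lie within 1.5 times, as do size factors of DESeq2 in edgeR and the robust prior (7 each), DESeq2, 1 RUVr factor in either tool, the block and the fits without a library that gave 7, while the other settings do not.

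The paper lists miR-764 as increased, where miR-764-5p had 0 counts in all 18 libraries and miR-764-3p had 13 counts in *Foxg1* cre/+ and 10 in WT libraries. The paper lists miR-1298, miR-187 and miR-34a as altered, where adjusted p-values from edgeR were 0.0910 for miR-1298-5p, 0.0529 for miR-187-3p and 0.0930 for miR-34a-5p, with the paper's directions. DESeq2, 1 RUVr factor in edgeR, 2 RUVr factors and 1 RUVr factor in DESeq2 each call all 3 of these. The block calls miR-1298-5p and miR-187-3p, as does leaving out WT replicate 1, and the robust prior, a mean of at least 10 CPM and leaving out *Foxg1* cre/+ replicate 1 call miR-187-3p. Without both libraries numbered 1, chosen after seeing the values, miR-187-3p also passes, while 4 of the miRNAs the paper lists, miR-200b-3p, miR-200a-3p, miR-429-3p and miR-551b-3p, no longer do. miR-3552 passed in edgeR and is not named by the paper. Its hairpin and that of miR-764 both lie in introns of *Htr2c* and share at most 6 nucleotides in a row, and whether these names stand for the same RNAs in the paper and in these counts could not be settled. The paper's qRT-PCR, a separate measure, also shows miR-764-5p as increased (Fig. 1c).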

Other observations

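In this part, the tests of neighbouring hairpins, of X-linked miRNAs, of splits with a RUVr factor, of thinned counts and of the sensory list as a covariate were chosen only after the result was seen. The cluster of miR-132 and miR-212, which neurons transcribe in response to activity, had none of its miRNAs past the threshold in edgeR, DESeq2 or limma-voom without RUVr factors. With 2 RUVr factors in edgeR, miR-132-5p and miR-212-5p passed. Without a factor, 1 miRNA of the cluster was at an unadjusted p under 0.05 in edgeR. Its 4 tested arms had a median log2 fold change of 0.29, with miR-212-5p at 0.38 (standard error 0.17) and miR-132-5p at 0.30 (standard error 0.16), and miR-132-5p was above the WT median in 9 of 9 *Foxg1* cre/+ libraries (exact permutation test, p = 0.0581, adjusted p = 0.189). The set had an adjusted p of 0.0601 from camera, an adjusted p of 0.103 with an estimated correlation and an adjusted p of 0.0325 from fry. Without a library, its adjusted p from camera ran from 0.0115 to 0.126 and was under 0.05 without *Foxg1* cre/+ replicate 1 or 9 or WT replicate 3 or 7. The 67 tested miRNAs of the imprinted *Dlk1*-*Dio3* cluster had a median log2 fold change of 0.09, with none past the threshold in edgeR, DESeq2 or limma-voom without RUVr factors and 3 at an unadjusted p under 0.05 in edgeR (camera, adjusted p = 0.0601, and adjusted p = 0.304 with an estimated correlation). Without a library, that adjusted p from camera ran from 0.00735 to 0.129 and was under 0.05 without *Foxg1* cre/+ replicate 1, 3, 6, 8 or 9 or WT replicate 3, 5, 6 or 7. With 1 RUVr factor in DESeq2, miR-409-3p, miR-431-5p, miR-543-3p and miR-673-5p of this cluster passed. Outside *Htr2c*, 34 X-linked miRNAs were tested, 0 passed in edgeR and 1 had an unadjusted p under 0.05, and their median log2 fold change was 0.06. Of 22 groups of hairpins within 10000 bp of each other, miR-30b and miR-30d were lower as a group (camera, adjusted p = 0.0436, and adjusted p = 0.187 with an estimated correlation). The neighbours miR-497a and miR-195a had a median log2 fold change of -0.57 and an adjusted p of 0.0514 from camera.

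None of the lists of cell-type markers and miRNA families named next had a member past the threshold across all miRNAs in edgeR, DESeq2 or limma-voom without RUVr factors, or an adjusted p under 0.05 from camera with all 18 libraries. With 1 RUVr factor in edgeR or DESeq2, miR-129-1-3p of the neuron list passed. With 2 factors in edgeR, miR-124-3p, miR-126a-3p, miR-93-5p, let-7e-5p and further members of these lists also passed. The adjusted p from camera was 0.0459 for miR-17 and related clusters without *Foxg1* cre/+ replicate 8 and 0.0321 for let-7 without *Foxg1* cre/+ replicate 1. At an unadjusted p under 0.05 in edgeR were 1 miRNA each of the neuron, microglia, vascular, Hox and miR-17 lists and 0 of the oligodendrocyte, erythrocyte, miR-9 and let-7 lists. That of the miR-17 list, miR-93-5p, had a log2 fold change of -0.26 (standard error 0.11, adjusted p = 0.487 from edgeR), was below the WT median in 8 of 9 *Foxg1* cre/+ libraries and passed the exact permutation test (p = 0.00547, adjusted p = 0.0410). The adjusted p was 0.70 for 17 neuron miRNAs, 5 oligodendrocyte miRNAs, 4 erythrocyte miRNAs, 2 miRNAs of the miR-9 family and 19 of the let-7 family, 0.725 for 6 microglia and leukocyte miRNAs, 0.378 for 6 vascular miRNAs, 0.915 for 2 Hox-cluster miRNAs and 0.0692 for 12 of miR-17 and related clusters. The median and the direction of camera differed in sign for let-7 (0.05, down), erythrocytes (-0.04, up) and Hox (-0.18, up). In the Hox group, miR-10a-5p had a log2 fold change of 0.46 and miR-10b-5p of -0.83. The miR-200c/141 cluster had no member with enough counts for a set test.

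As many calls as the 7 between the genotypes came from 2 of 100 drawn splits of the 18 libraries, the real one included, out of 24310 distinct splits. This share lies below the bound set beforehand for chance. A share from 100 draws is itself uncertain, so such a count was rare among the drawn splits but chance is not excluded. The highest other split gave 98, several times the real count, which points to a structure of the samples, and 98 of the splits gave 0. With 1 RUVr factor, 36 of the 100 splits gave at least the 20 calls of the genotypes and the highest other gave 190, so chance is not excluded for that count. Deeper WT libraries remain open as a contributor to the calls, since thinning every library to 318577 counts kept the log2 fold changes at a median of 0.957 of their size, which proportions fix in advance.

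For the fall of miR-200b/a/429, a hypothesis is that tissue rich in the miR-200 family was left on some WT hippocampi, whose miR-200b-3p ranged from 2.87 to 83.9 CPM. miR-141-3p of the other miR-200 cluster differed by -0.319 on the log2 scale, with a 95% bootstrap interval from -1.46 to 0.83 that covers both no change and a fall. That difference and the edgeR fold changes of miR-200b/a/429 are on unlike scales, so their sizes cannot be compared. How much miR-141 such tissue carries beside miR-200b is not given by these data, so this cannot be told apart at these counts. A tissue that carries miR-183, miR-96 and miR-182 with the miR-200 family is another possible source. With that list as a covariate, the median log2 fold change of miR-200b-3p, miR-200a-3p and miR-429-3p was 0.922 of its size without it, and the adjusted p from edgeR was 0.000924, 0.00578 and 0.0253. The list itself differed little between the genotypes, with a median log2 fold change of -0.04. As a covariate it could therefore shift these values little, so this fit cannot decide. The genotype, through posttranscriptional maturation of the cluster as the paper proposes, stays open and was not tested by these data.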
